# The m6A reader HNRNPC promotes glioma progression by enhancing the stability of IRAK1 mRNA through the MAPK pathway

**DOI:** 10.1038/s41419-024-06736-0

**Published:** 2024-06-03

**Authors:** Jun-Jun Chen, Tian-Zhu Lu, Tao Wang, Wen-Hui Yan, Fang-Yan Zhong, Xin-Hui Qu, Xiao-Chang Gong, Jin-Gao Li, Fang-Fang Tou, Li-Ping Jiang, Xiao-Jian Han

**Keywords:** CNS cancer, Oncogenes

## Abstract

Glioma is the most common and aggressive type of primary malignant brain tumor. The N6-methyladenosine (m6A) modification widely exists in eukaryotic cells and plays an important role in the occurrence and development of human tumors. However, the function and mechanism of heterogeneous nuclear ribonucleoprotein C (HNRNPC), an RNA-binding protein and m6A reader in gliomas remains to be comprehensively and extensively explored. Herein, we found that HNRNPC mRNA and protein overexpression were associated with a poor prognosis for patients with gliomas, based on the data from TCGA, the CGGA, and the TMAs. Biologically, HNRNPC knockdown markedly repressed malignant phenotypes of glioma in vitro and in vivo, whereas ectopic HNRNPC expression had the opposite effect. Integrative RNA sequencing and MeRIP sequencing analyses identified interleukin-1 receptor-associated kinase 1 (IRAK1) as a downstream target of HNRNPC. The glioma public datasets and tissue microarrays (TMAs) data indicated that IRAK1 overexpression was associated with poor prognosis, and IRAK1 knockdown significantly repressed malignant biological behavior in vitro. Mechanistically, HNRNPC maintains the mRNA stability of IRAK1 in an m6A-dependent manner, resulting in activation of the mitogen-activated protein kinase (MAPK) signaling pathway, which was necessary for the malignant behavior of glioma. Our findings demonstrate the HNRNPC–IRAK1–MAPK axis as a crucial carcinogenic factor for glioma and the novel underlying mechanism of IRAK1 upregulation, which provides a rationale for therapeutically targeting epitranscriptomic modulators in glioma.

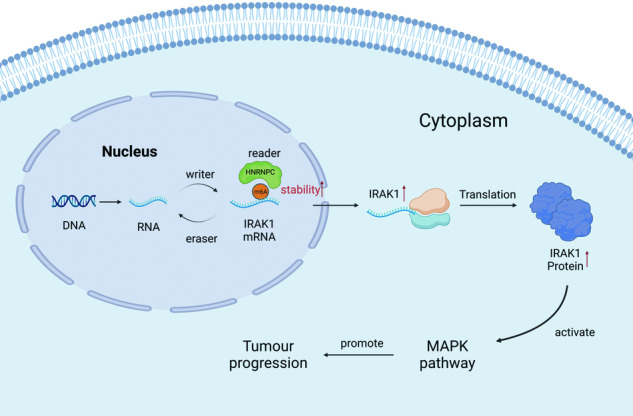

## Introduction

Gliomas are the most common and aggressive primary malignant brain tumors and have high recurrence and mortality rates [1, 2]. According to the World Health Organization, gliomas can be classified into four grades. Grade 1 and 2 gliomas are defined as low-grade gliomas (LGGs), and grade 3 and 4 gliomas are defined as high-grade gliomas (HGGs) [3]. Typically, patients with LGGs have a good prognosis, whereas patients with glioblastoma (GBM), the most common type of grade 4 glioma, often have a poor prognosis, with a median survival of approximately 15 months [4, 5]. Currently, conventional treatments include surgery, radiotherapy, and chemotherapy; however, the prognosis of some patients with brain tumors remains poor and the recurrence rate is high [6]. Therefore, understanding the molecular mechanisms underlying tumorigenesis can provide a new theoretical basis for diagnosing gliomas at an earlier and more treatable stage.

The N6-methyladenosine (m6A) modification, one of the most common post-transcriptional RNA modifications in eukaryotic cells, plays important regulatory roles in physiological and pathological processes, including the progression of various cancers [7–9]. The m6A modification mostly occurs near mRNA stop codons, in 3′-untranslated regions (3′-UTRs), in precursor mRNAs, and in non-coding RNAs [10–12]. During m6A methylation, three types of m6A modification-related proteins (writers, erasers, and readers) work together to maintain a dynamic balance of m6A regulators in cells [13, 14]. A previous study analyzed the differential expression of m6A modification-related genes in glioma and normal tissue by bioinformatics, result found that HNRNPC was overexpressed in multiple glioma data sets, and its expression was positively correlated with the degree of tumor malignancy [15]. Heterogeneous nuclear ribonucleoprotein C (HNRNPC) is an RNA-binding protein that is mainly distributed in the nucleus that affects the abundance and alternative splicing of transcripts by binding to m6A-modified mRNA [16, 17]. Abnormal HNRNPC expression is closely related to the occurrence and development of various tumors [18, 19], but the role of HNRNPC-mediated m6A modifications in gliomas and the mechanism whereby HNRNPC functions as an m6A reader are still largely unclear.

In this study, we explored the molecular mechanisms underlying m6A modifications during disease progression in glioma. We demonstrated that HNRNPC facilitates glioma progression and helps maintain the mRNA stability of interleukin-1 receptor-associated kinase 1 (IRAK1) in an m6A-dependent manner, resulting in activation of the mitogen-activated protein kinase (MAPK) signaling pathway. These findings highlight HNRNPC as a potentially novel target for treating gliomas.

## Results

### HNRNPC overexpression was associated with a poor prognosis for patients with glioma

To access the potential function of HNRNPC in gliomas, we analyzed RNA-sequencing (RNA-seq) data from The Cancer Genome Atlas (TCGA) glioma datasets and found that HNRNPC was expressed at significantly higher levels in gliomas than in normal tissues (Fig. 1A). Kaplan–Meier analysis indicated that high HNRNPC expression was correlated with poor overall survival (OS) in patients with glioma (Fig. 1B). We examined the protein-expression levels of HNRNPC in glioma cells using two TMAs and proteomic data from UALCAN glioma database. The results showed that HNRNPC expression in gliomas was higher than that in normal brain tissues and positively correlated with the tumor grade (Fig. 1C, D, Supplementary Fig. 1A). Moreover, in agreement with TCGA and Chinese Glioma Genome Atlas (CGGA) data, the IHC results of the TMA HBraG155Su01 revealed that patients with glioma and high HNRNPC expression had a worse OS (Fig. 1E). In addition, multivariate analysis revealed that HNRNPC overexpression was a significant independent prognostic indicator for OS in glioma (hazard ratio = 2.260, 95% confidence interval = 1.259–4.060, p = 0.0063) after adjusting for age, gender and the tumor grade (Fig. 1F).

**Fig. 1:**
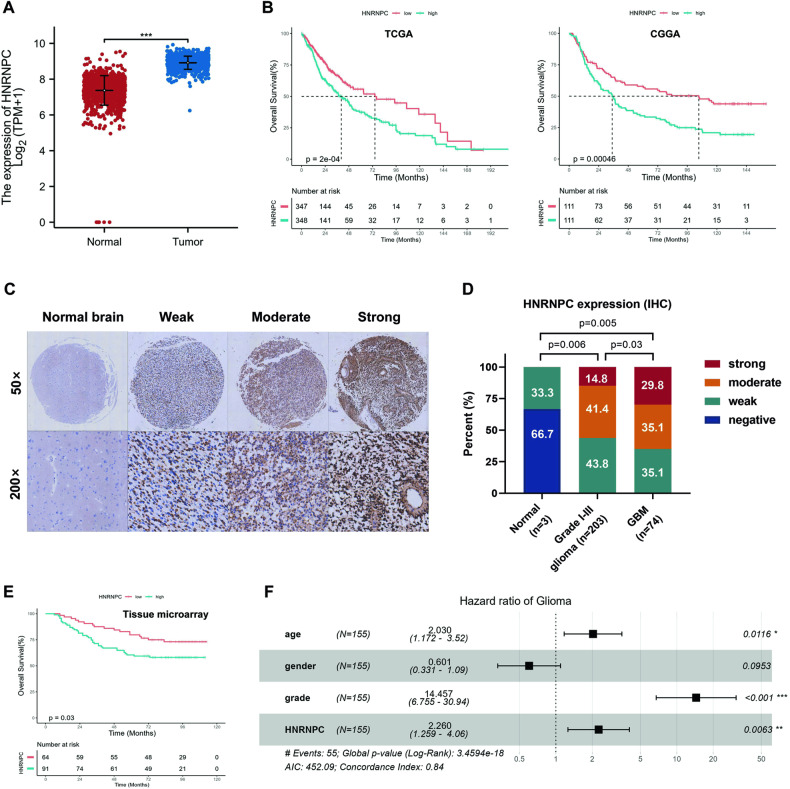
HHNRNPC overexpression was associated with a poor prognosis of patients with glioma. **A** Assessment of the expression levels of HNRNPC in normal and glioma tissues in TCGA database. **B** Kaplan–Meier OS plot showing survival rates for glioma patients with low expression (red) or high expression (blue) of HNRNPC in the TCGA and CGGA databases (two-sided log-rank test). **C** Representative images of IHC staining for HNRNPC protein expression in two TMAs (HBraG125PG01 and HBraG155Su01) with three normal brains, 203 grade I-III glioma, and 74 GBM tissues. **D** Summary of the HNRNPC protein expression profile in (**C**). IHC staining score: 0, negative; 0–60, weak; 60–150, moderate, 150–300 strong. **E** Kaplan–Meier OS plot showing survival rates for glioma patients with low expression (red) and high expression (blue) of HNRNPC in the TMA HBraG155Su01 (two-sided log-rank test). **F** Multivariate analysis of HNRNPC expression in glioma. The median was used as a cutoff to distinguish patients with high and low expression of HNRNPC. *p < 0.05, **p < 0.01, ***p < 0.001.

### HNRNPC promoted the proliferation, migration, and invasion of glioma cells

To explore the biological function of HNRNPC in gliomas, we examined the effects of knocking down or overexpressing HNRNPC on the proliferation, migration, and invasion of glioma cells. HNRNPC expression was detected by real-time polymerase chain reaction (qPCR) in U251, HS683, U87, and T98G glioma cells (Fig. 2A). Next, we knocked down HNRNPC in U251 and U87 cells (Fig. 2B, C, Supplementary Fig. 1B, C) and overexpressed HNRNPC in U87 cells (Fig. 2B, C). The loss of HNRNPC expression impaired the proliferation abilities of U251 and U87 cells (Fig. 2D–F, Supplementary Fig. 1D–F), as detected by performing MTS and 5-ethynyl-2′-deoxyuridine (EdU) assays and measuring clone formation. In contrast, HNRNPC overexpression promoted U87 cell proliferation (Fig. 2D–F). Moreover, scratch-wound healing and transwell assays demonstrated that HNRNPC deficiency inhibited the migration and invasion of U251 and U87 cells (Fig. 2G, H, and Supplementary Fig. 1G, H), whereas HNRNPC overexpression enhanced the migration and invasion abilities of U87 cells (Fig. 2G, H). After knocking down HNRNPC expression, the cell morphology changed from long spindle to round (Supplementary Fig. 1I). N-cadherin and Vimentin protein decreased after knocking down HNRNPC expression (Supplementary Fig. 1J). In turn, overexpressing HNRNPC, N-cadherin and Vimentin proteins were also significantly up-regulated (Supplementary Fig. 1J). These results suggest that HNRNPC can mediate EMT in glioma cells.

**Fig. 2:**
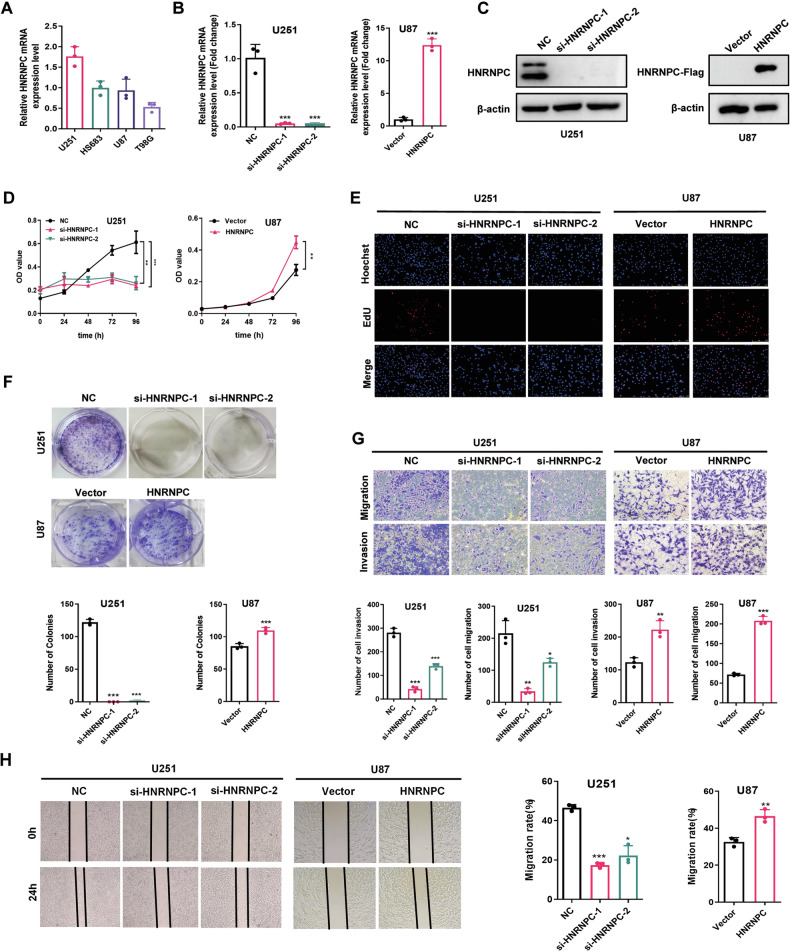
HNRNPC promoted the proliferation, migration, and invasion of glioma cells. **A** RT-qPCR analysis of the mRNA levels of HNRNPC in U251, HS683, U87, and T98G glioma cells lines. **B**, **C** RT-qPCR and Western blot analyses of the efficiency of HNRNPC knockdown and overexpression. **D**–**F** MTS, EdU, and colony-formation assays were conducted to evaluate the effect on proliferative ability by regulating HNRNPC expression. **G**, **H** Transwell and wound-healing assays were performed to evaluate the effect on invasion and migration abilities by regulating HNRNPC expression. Data are shown as the mean ± SD of three replicates; *p < 0.05, **p < 0.01, ***p < 0.001, compared with the negative control group.

### Identification of HNRNPC targets by high-throughput RNA-seq and RNA immunoprecipitation sequencing (MeRIP-seq)

To investigate the mechanism whereby HNRNPC affects the malignant behavior of gliomas, we performed MeRIP-seq on U251 cells for HNRNPC-associated m6A-modified RNAs. 

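U251 is an established human glioblastoma cell line, and MeRIP-seq compares RNA fragments bound by an antibody against N6-methyladenosine with the unselected input RNA, so that a stretch of transcript richer in the bound fraction is called a peak. The peak list analysed here held 42272 peaks under 16698 gene names, and 38.5% of these genes carried 1 peak. The 10 genes with the lowest peak p were FTH1, which encodes the ferritin heavy chain, IGFBP5, the long noncoding RNA NEAT1, the integrin gene ITGA3, SOX2, the calreticulin gene CALR, the elongation factor gene EEF2, SNX22, CCN1 and IFI6. In the peaks that placed them there, fold enrichment over input ranged from 3.21 for FTH1 to 239 for NEAT1, with 12.4 for SOX2, 7.95 for IGFBP5 and 6.14 for CALR. The SNX22 peak shares its bases with another row of the list and lies where the gene PPIB overlaps SNX22, so the gene it comes from is uncertain. The transcript that was silenced, HNRNPC itself, had 1 peak, in the 3′-UTR on chromosome 14 from 21211382 to 21211835, with a fold enrichment of 2.45. Across all peaks the median fold enrichment was 5.45, with quartiles of 2.75 and 8.71, and the median peak covered 405 bases of exon.
The sample labels name 8 libraries of siRNA-transfected U251 cells in 4 groups of 2. They are si-NC input, si-HNRNPC input, and si-NC and si-HNRNPC libraries collected at 48 h whose kind the labels do not give. Poly(A) RNA was fragmented and a part of it was immunoprecipitated before stranded libraries were made. The submitters' processing notes name fastp and HISAT2, and the peak caller, the genome build and the threshold are not given in the sources used here. The fold enrichment, p and false discovery rate (FDR) of each peak are the authors' values, with every p at or below 0.05 and 34498 peaks at an FDR under 0.05. From there, peaks were counted by region and by gene, each gene was given its highest fold enrichment, and gene groups were compared by permutation. The list has a single row per peak and no value per library, so replicate error and sequencing depth are unknown. Neither its columns nor the labels say which of the siRNA transfections it describes, and no change between si-HNRNPC and si-NC was computed.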

According to the overall trend diagram after peak normalization, the m6A sites were mainly present in the coding sequence region, 3′-UTR, and stop-codon region, and the peak abundance changed after HNRNPC silencing (Fig. 3A). 

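In the peak list of U251 cells, the 3′-UTR held the largest group of m6A peaks, 18653 of 42272 (44.1%, 95% Wilson interval 43.7 to 44.6). Exons outside the annotated UTRs, which include coding sequence and noncoding RNAs, held 13672 peaks (32.3%, 31.9 to 32.8), and the 5′-UTR held 9947 (23.5%, 23.1 to 23.9). Median fold enrichment over input was 4.90 in the 3′-UTR (quartiles 2.57 and 8.56), 6.17 in other exons (2.94 and 9.43) and 5.65 in the 5′-UTR (2.95 and 9.46). Of the 11282 exon peaks in transcripts with more than 1 exon, 34.6% (33.8 to 35.5) lay in the last exon and 24.4% (23.6 to 25.2) in the first, where an even spread over the exons, each counted equally whatever its length, would place 24.5% in either. Peaks labelled 3′-UTR or 5′-UTR are not among these, whereas the even share counts every exon of the transcript. Exon length was not taken into account either. The comparison therefore does not show enrichment in the last exon, per base or otherwise. In 2732 of the 13672 exon peaks the exon named belongs to another gene than the one assigned. Among the 26192 peaks with an FDR under 0.001 the 3′-UTR held 50.2%, other exons 25.2% and the 5′-UTR 24.6%.

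**Figure D1:**
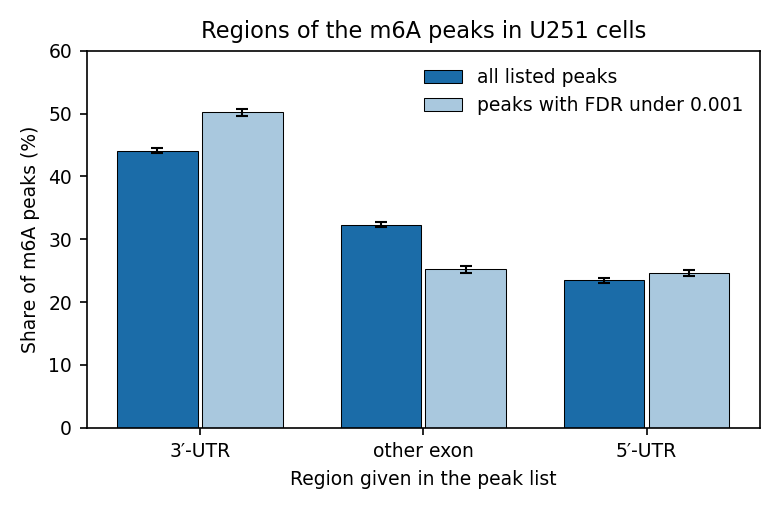
Share of m6A peaks, in percent, in each region given in the peak list, for all 42272 peaks and for the 26192 peaks with an FDR under 0.001. Error bars are 95% Wilson intervals, and the 3′-UTR is the largest group in both sets.

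The regions are the authors' annotation, which has no class of its own for the start or stop codon. Each peak has a single label, and some labelled 5′-UTR cover long stretches of exon, such as 1974 bases in SOX2 and 6145 in RPL22. Such a label may not place the whole peak in the 5′-UTR, so the 5′-UTR share may be too high. When peaks of a single exon block are taken alone the 5′-UTR share is 15.1%, an alternative chosen after the data were seen. The intervals treat peaks as independent and cover counting error only.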

MeRIP-seq analysis revealed that HNRNPC downregulation led to increased m6A peaks in 378 different mRNA transcripts and decreased in 327 different mRNA transcripts (|log_2_ FC| ≥ 1, p < 0.05; Supplementary Data 1). 

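Nearly all transcripts of Supplementary Data 1 carried a peak in the list analysed here: 685 of 705 (97.2%, 95% Wilson interval 95.7 to 98.2), and 647 (91.8%, 89.5 to 93.6) had one in the same region that the supplement gives. Supplement and list both come from the study's MeRIP-seq of U251 cells, so this overlap is largely built in and is no independent support. Among genes that the paper lists by RNA-seq, 85.7% of the upregulated and 79.1% of the downregulated had a peak. By the sign of the supplement's log2(fc), 368 of the 378 increased transcripts and 317 of the 327 decreased ones had a peak. This log2(fc) has the sign of the paper's RNA-seq change in 563 of 563 shared genes. It may therefore hold the change of the transcript, not that of m6A. The highest fold enrichment over input per transcript had a median of 8.81 in the increased and 9.39 in the decreased transcripts, a log2 difference of -0.09 that did not pass a two-sided permutation test over transcripts (p = 0.389). With the median over a transcript's peaks in place of the highest, the difference was -0.20 and passed (permutation test, p = 0.0392). The transcripts with the largest log2(fc) of either sign in the supplement differed widely in their peaks. CPA4, a carboxypeptidase gene, had 1 peak of fold 2.02, and HMOX1, which encodes the stress-induced heme oxygenase, had 2 peaks of at most 2.09, whereas SEMA6B reached 9.41 and GRIK3, a kainate receptor gene, carried 8 peaks, 3 of them with an FDR under 0.001, and 5.70 in the one with the lowest p. In their peaks with the lowest p, AL513477 had a fold of 18.7 and AC010323 one of 2.52. AC010323 also had a weaker peak of 25.1 (log10 p -7.90). PLEKHS1 and CABP7 had no peak in the list. Under the alternative of taking direction from the supplement's m6A_regulation column, the median was 11.0 in the 312 transcripts marked up and 7.63 in the 373 marked down, a log2 difference of 0.53 (two-sided permutation test, p = 1e-05, the smallest that 100000 permutations can give). If that column was called from the immunoprecipitates behind this list, such a difference follows partly from the selection. The test cannot tell this apart. Transcripts are not independent replicates, and the list describes enrichment over input, not the change after HNRNPC silencing.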

To explore potential HNRNPC targets, we performed RNA-seq, which identified 950 upregulated and 942 downregulated genes in HNRNPC-knockdown U251 cells, based on target-gene comparisons with negative-control cells (|log2 (FC)| ≥ 1, p < 0.05, Fig. 3B, Supplementary Data 2). The quadrant diagram displays genes with significantly different abundances in terms of m6A peaks and mRNA levels (Fig. 3C). KEGG enrichment analysis showed that most differentially expressed genes after HNRNPC knockdown were enriched for the MAPK signaling pathway (Fig. 3D). Further enrichment analyses using Gene set enrichment analysis (GSEA) showed that four signaling pathways were significantly down-regulated and one signaling pathway was up-regulated after knocking down HNRNPC (Supplementary Fig. 2 and Supplementary data 3), among which the MAPK signaling pathway was one of the four significantly down-regulated pathways (Supplementary Fig. 2C). We then conducted validation experiments with U251 and U87 cells. The results showed that downregulating HNRNPC significantly inhibited the expression of p38 and p-p38 proteins in U251 and U87 cells (Fig. 3E, upper panel, Supplementary Fig. 3A), whereas upregulating HNRNPC led to increased p38 and p-p38 levels (Fig. 3E, bottom).

**Fig. 3:**
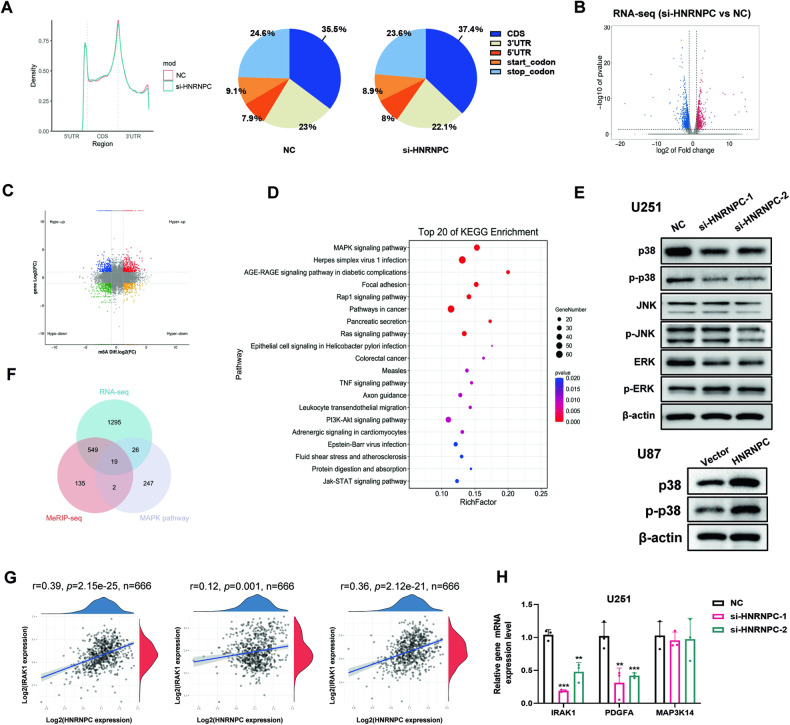
Identification of HNRNPC targets by high-throughput RNA-seq and MeRIP-seq. **A** The graphs of m6A peak distribution showing the proportion of m6A peaks in the indicated regions in negative control and si-HNRNPC U251 cells. **B** Volcano plot of RNA-seq results after HNRNPC knockdown in U251 cells. Red dots indicate up-regulated genes and blue dots represent down-regulated genes, |log2 (FC)| ≥ 1, p < 0.05. **C** The quadrant diagram graph shows the significant difference of m6A peaks in the MeRIP-seq analysis and mRNA expression in the RNA-seq analysis after HNRNPC knockdown in U251 cells. **D** KEGG pathway enrichment analysis of differentially expressed genes after HNRNPC knockdown in U251 cells. **E** Western blot analysis of MAPK pathway relative protein levels in HNRNPC-knockdown U251 cells and HNRNPC-overexpressing U87 cells. **F** Venn diagram showing 19 genes in the MAPK pathway exhibiting significant differences in m6A peaks and mRNA expression. **G** Spearman correlation analysis predicting the correlation between the expression of HNRNPC and three candidate genes (IRAK1, PDGFA and MAP3K14) in TCGA database. **H** RT-qPCR analysis validated three candidate genes in U251 cells after HNRNPC knockdown. Data are shown as the mean ± SD of three replicates; **p < 0.01, ***p < 0.001, compared with the negative control group.

We further explored how HNRNPC activates the MAPK signaling pathway and identified the direct targets of HNRNPC in U251 cells. When HNRNPC was downregulated, 19 genes in the MAPK pathway exhibited significant differences in m6A peaks and mRNA expression (Fig. 3F, Supplementary Data 4). 

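Of the 19 MAPK pathway genes of Supplementary Data 4, 18 carried m6A peaks in the list, 45 in all, of which 24 lay in the 3′-UTR, 11 in the 5′-UTR and 10 in other exons. MECOM, which encodes a zinc finger transcription factor, reached 15.1-fold over input and PDGFA 13.3. CSF1R, the receptor of colony-stimulating factor 1, reached 15.3 and the calcium channel gene CACNB4 12.0, but with weak peaks (authors' log10 p of -4.24 and -2.69). TGFB2 followed at 9.96, TGFA at 9.20, KDR, the main receptor of vascular endothelial growth factor, at 8.83 and CRK at 8.63. At the other end were the GTPase gene RAC1 at 1.23, IRAK1 at 1.33 and the kinase gene MKNK2 at 1.50, each in the 3′-UTR. MAP3K14, the kinase that activates noncanonical NF-κB signalling, had the most peaks, 8, with a highest fold of 7.22. The median of the highest fold was 8.14 over the 18 genes and 8.31 over all genes with a peak, which put the MAPK genes at percentile 45.5 of 10000 random lists of the same size. A wider MAPK list of 241 genes, fixed before the data were examined, had 204 genes with a peak and lay at percentile 45.3, but at 3.4 when each gene was given the median over its peaks.

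**Figure D2:**
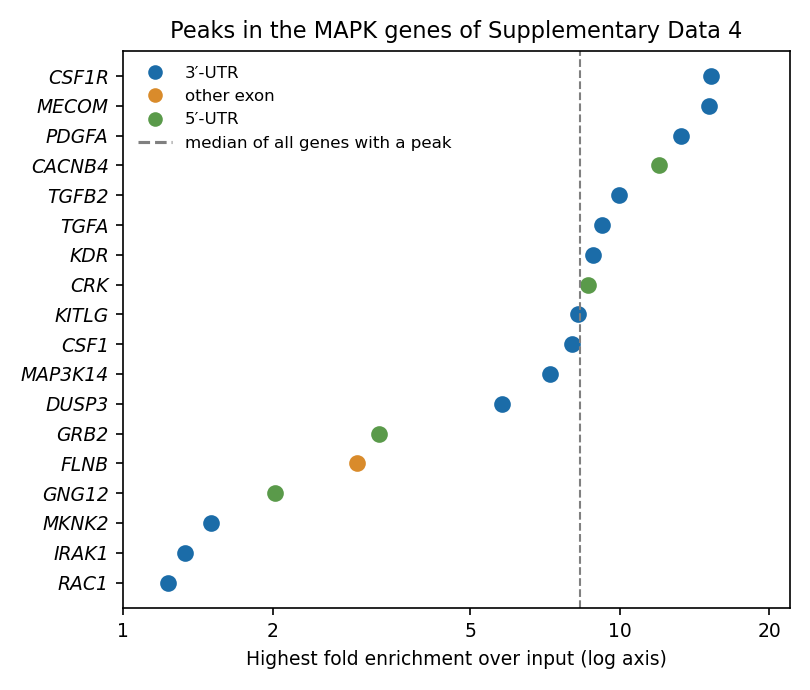
Highest fold enrichment over input, on a log axis, in each of the 18 MAPK genes with a peak, coloured by the region of that peak. The dashed line is the median of all genes with a peak, 8.31, and RAC1 and IRAK1 have the lowest values, 1.23 and 1.33.

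DDIT3 had no peak under its own name, though peaks named MARS1 and MIR616 lie on chromosome 12 between 57516253 and 57520438, where DDIT3 overlaps them in the RefSeq gene table. The study chose the 19 genes on these libraries, and CACNB4 and GNG12 have no peak with an FDR under 0.001. The paper takes the genes that changed in both m6A peaks and mRNA as the set in which to look for direct targets of HNRNPC in this pathway.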

To explore the targets of HNRNPC, we analyzed differentially expressed genes in glioma and normal brain tissues in TCGA database, as well as the prognostic value in HGGs and LGGs; three genes were finally obtained, including IRAK1, platelet derived growth factor subunit A (PDGFA), and mitogen-activated protein kinase kinase kinase 14 (MAP3K14) (Supplementary Fig. 3B, C, Supplementary Data 5, 6). Spearman correlation analysis was conducted using data from TCGA database, and the results showed that IRAK1 had the highest correlation coefficient with HNRNPC (Fig. 3G). We then determined that IRAK1 mRNA expression was significantly impaired after silencing HNRNPC in both U251 and U87 cells (Fig. 3H, Supplementary Fig. 3D). Therefore, we focused on IRAK1 as a potential target gene of HNRNPC.

### HNRNPC regulated IRAK1 through m6A-dependent mRNA stability

We explored the mechanism whereby HNRNPC regulates IRAK1 expression. The protein level of IRAK1 was decreased in HNRNPC-knockdown glioma cells, whereas IRAK1 protein was increased after overexpressing HNRNPC (Fig. 4A, Supplementary Fig. 3E). MeRIP-seq data indicated that the IRAK1 transcripts had several distinct m6A peaks, the abundance of which decreased after HNRNPC knockdown in U251 cells (Fig. 4B), and the peak with the most significant change was in the 3′-UTR (Supplementary Data 1). Moreover, RIP-qPCR demonstrated that the HNRNPC protein bound to IRAK1 mRNA in U251 and U87 cells (Fig. 4C). 

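The list held 1 m6A peak in IRAK1 (ENSG00000184216), which encodes a kinase that relays interleukin-1 and Toll-like receptor signals. The peak lies in the 3′-UTR on chromosome X from 154011552 to 154011702, covers 151 bases in a single exon block, and lies 1046 genomic bases from the 3′ end of the annotated gene, which runs on the minus strand between 154010506 and 154019876. No row assigned to another gene overlaps this span. Its fold enrichment over input was 1.33 with the authors' p of 4e-14. That fold is at percentile 1.71 of all 42272 peaks, and at percentile 1.00 of the 1000 peaks closest to it in p, whose median was 3.92. The list gives no input level, so neither comparison is matched on transcript abundance. At a given p a low fold may go with an abundant transcript, so these percentiles do not rank the m6A level of IRAK1. Of the other genes that the paper carried forward with IRAK1, PDGFA had 1 peak in its 3′-UTR on chromosome 7 from 497706 to 500825, at 13.3-fold. MAP3K14 had 4 peaks in the 3′-UTR and 4 in other exons, and the one with the lowest p lies on chromosome 17 from 45286627 to 45287274 with a fold of 4.94.

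**Figure D3:**
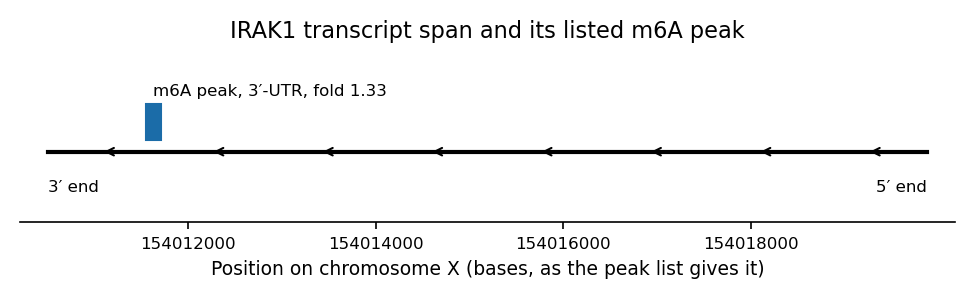
Map of the IRAK1 transcript span on chromosome X, in bases as the peak list gives them, with arrows showing the direction of transcription. The box is the listed m6A peak of 151 bases near the 3′ end.

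The genome build of these positions is not given in the sources used here. The list does not say which transfection it describes, so the lower abundance after knockdown was not analysed here.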

RNA-seq results showed that knockdown of HNRNPC reduced IRAK1 mRNA-expression levels, suggesting that HNRNPC may serve an m6A-dependent function in mRNA decay.

**Fig. 4:**
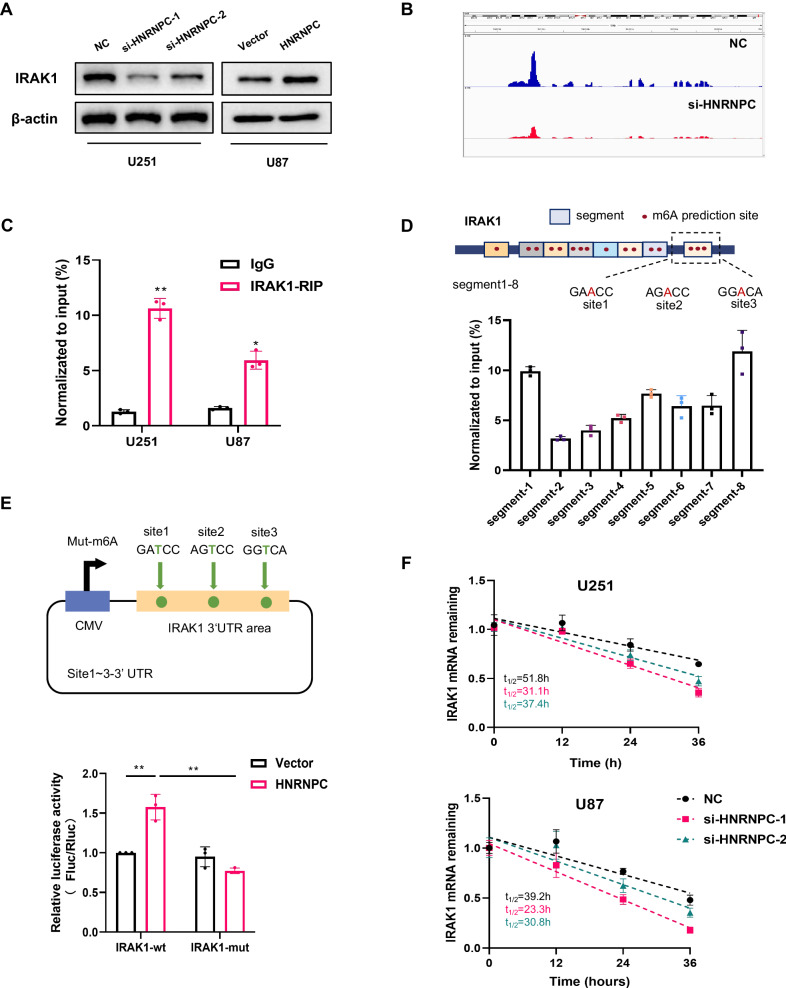
HNRNPC regulated IRAK1 through m6A-dependent mRNA stability. **A** Western blot analysis of IRAK1 protein levels in HNRNPC-knockdown U251 cells and HNRNPC-overexpressing U87 cells. **B** MeRIP-seq of U251 cells shows m6A peaks in individual mRNAs of IRAK1. **C** RIP assays were performed using an HNRNPC antibody or IgG in glioma cells. Primers targeting IRAK1 mRNA were used for RIP-qPCR. **D** MeRIP-qPCR detected m6A modification level in eight segments. **E** Luciferase vectors with the wild-type (wt) or m6A sites-mutated (mut) IRAK1 gene were transfected into HNRNPC-overexpressing U87 cells. Relative luciferase activity was measured. **F** Half-lives of IRAK1 mRNA were estimated in HNRNPC knockdown glioma cells treated with actinomycin D. Data are shown as the mean ± SD of three replicates; *p < 0.05, **p < 0.01, compared with the negative control group.

To explore whether HNRNPC mediates IRAK1 in an m6A-dependent manner, MeRIP-qPCR and dual-luciferase reporter-gene assays were performed. The RMBase v2.0 and SRAMP databases were used to predict the m6A-modification sites in IRKA1 mRNA, we selected 16 modification sites that reached high confidence in both two databases. Since the appropriate length of each segment is about 200 bp, IRAK1 mRNA sequence was divided into eight segments containing one or more predicted m6A-modification sites (Fig. 4D, upper). Our MeRIP-qPCR results showed that segment 8 (located in the 3′-UTR and containing three predicted m6A-modification sites) had the highest probability of m6A modifications (Fig. 4D, bottom). Therefore, we speculated that segment 8 might contain HNRNPC- and IRAK1-binding sites for m6A modifications. We constructed dual-luciferase reporter plasmids containing wild-type segment 8 (IRAK1-wt) or mutations at three predicted m6A-modification sites in IRAK1 (IRAK1-mut) (Fig. 4E, upper). As expected, HNRNPC overexpression significantly upregulated the relative firefly luciferase (Fluc) activity (normalized to Renilla luciferase (Rluc) activity) of the wild-type reporter, whereas this increase was reversed by mutation of the m6A modification site (Fig. 4E, bottom). Furthermore, HNRNPC downregulation reduced the stability of IRAK1 mRNA in U251 and U87 cells based on measurements of the mRNA half-life in experiments with actinomycin D, an inhibitor of transcription (Fig. 4F).

### IRAK1 promoted malignant progression of glioma

We further explored the biological functions of IRAK1 in gliomas. As shown by our analysis of the information from the TCGA and CGGA databases, IRAK1 expression in glioma tissues was significantly higher than that in normal brain tissues (Fig. 5A) and IRAK1 expression was positively correlated with the degree of malignancy in gliomas (Supplementary Fig. 4A). The receiver operating characteristic curve (ROC) also indicated that IRAK1 had good diagnostic value (area under the curve = 0.975, Fig. 5B), and patients with isocitrate dehydrogenase gene mutations had lower IRAK1 levels (Supplementary Fig. 4B). Kaplan–Meier analyses showed that patients with high IRAK1 expression had a lower OS than those with low IRAK1 expression based on clinical data deposited in the TCGA and CGGA databases (Fig. 5C, Supplementary Fig. 4C, D). We then examined IRAK1 protein expression in glioma tissues using two TMAs and found that IRAK1 protein expression was significantly upregulated in glioma tissues and positively correlated with the tumor grade (Fig. 5D, E). Furthermore, in agreement with the TCGA and CGGA data, our IHC TMA results revealed that patients with glioma and high IRAK1 expression had a worse OS than those with low IRAK1 expression (Fig. 5F). In vitro experiments showed that downregulating IRAK1 inhibited the proliferation, migration, and invasion of U87 and U251 cells (Fig. 5G–L, Supplementary Fig. 5A–G).

**Fig. 5:**
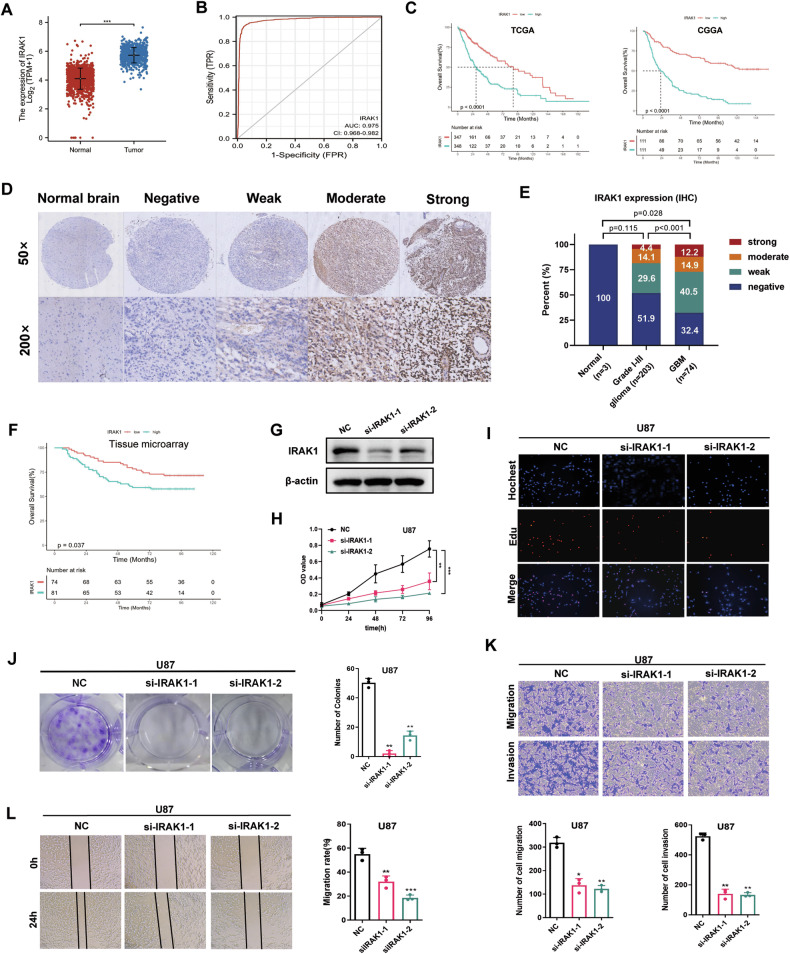
IRAK1 expression correlated with poor prognosis and IRAK1 promoted the progression of glioma. **A** TCGA assessment of the expression levels of IRAK1 in normal and glioma tissues. **B** ROC curve indicating the diagnostic value of IRAK1 in glioma. **C** Kaplan–Meier OS plot showing survival rates for glioma patients with low expression (red) or high expression (blue) of IRAK1 in the TCGA and CGGA databases (two-sided log-rank test). **D** Representative images of IHC staining for IRAK1 protein expression in two TMAs (HBraG125PG01 and HBraG155Su01) with three normal brain, 203 grade I-III glioma, and 74 GBM tissues. **E** Summary of the IRAK1 protein expression profile in (**D**). IHC staining score: 0, negative; 0–60, weak; 60–150, moderate, 150–300 strong. **F** Kaplan–Meier OS plot showing survival rates for glioma patients with low expression (red) or high expression (blue) of IRAK1 in the TMA HBraG155Su01 (two-sided log-rank test). **G** Western blot analysis demonstrating the efficiency of the IRAK1 knockdown. **H**, **I**, **J** MTS, EdU, and colony-formation assays were conducted to evaluate the effect on proliferative ability by regulating IRAK1 expression. **K**, **L** Transwell and wound-healing assays were performed to evaluate the effect on invasion and migration abilities by regulating IRAK1 expression. Data are shown as the mean ± SD of three replicates; *p < 0.05, **p < 0.01, ***p < 0.001, compared with the negative control group.

### The function of HNRNPC in glioma tumorigenesis depended on IRAK1

To investigate whether IRAK1 is responsible for HNRNPC function during glioma tumorigenesis, we knocked down IRAK1 in a background of ectopic HNRNPC expression (Fig. 6A). The results demonstrated that the effects of HNRNPC overexpression on cell proliferation, migration, and invasion were reversed by IRAK1 knockdown (Fig. 6B–F). Moreover, we also found that knocking down IRAK1 can attenuate the upregulation of p38 and p-p38 expression caused by HNRNPC overexpression (Supplementary Fig. 5H). Quantitative scoring of the TMA HBraG155Su01 results via IHC further demonstrated that IRAK1 expression positively correlated with HNRNPC expression in glioma tissues (Fig. 6G).

**Fig. 6:**
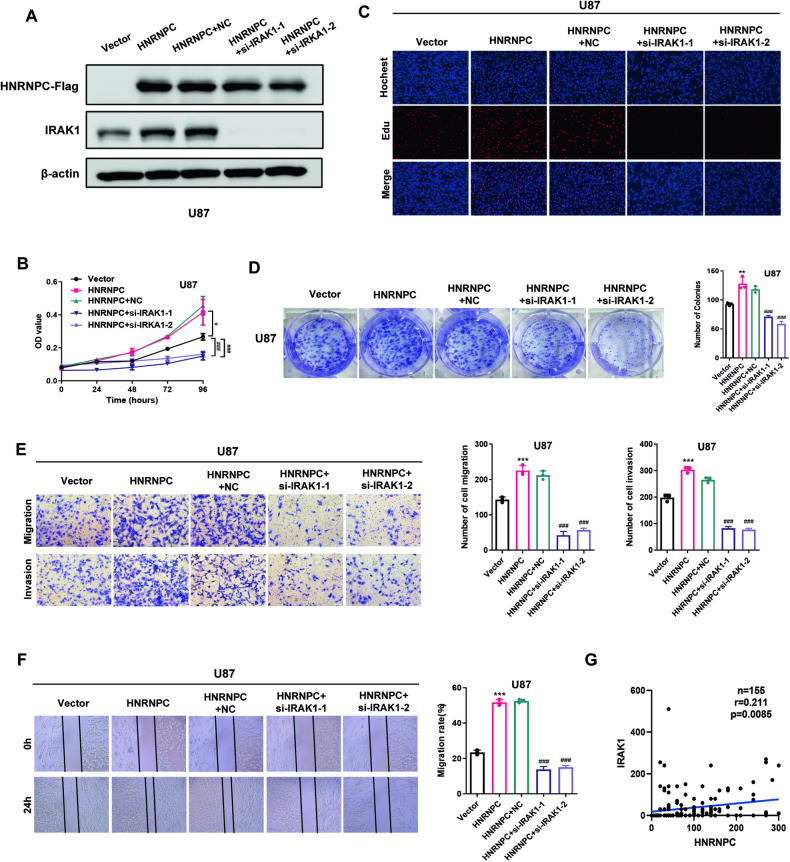
The function of HNRNPC in glioma tumorigenesis depended on IRAK1. **A** Western blot analysis of HNRNPC-Flag and IRAK1 expression in U87 cells stably expressing an empty vector, HNRNPC, or HNRNPC plus si-IRAK1. Representative blot of three independent experiments is shown. **B**, **C**, **D** Proliferative ability of U87 cells in (**A**) was measured. **E**, **F** Migration and invasion of U87 cells in (**A**) was measured. **G** TMA (HBraG155Su01) was analyzed by IHC staining to evaluate the correlation between IRAK1 and HNRNPC expression. Data are shown as the mean ± SD of three replicates; *p < 0.05, **p < 0.01, ***p < 0.001, *compared with the vector group, #compared with the HNRNPC + negative control group.

### Knocking down HNRNPC inhibited tumor growth in vivo

To determine whether HNRNPC depletion suppressed glioma tumor growth in vivo, we established stable U87 cell lines by integrating an HNRNPC-knockdown (HNRNPC-KD) vector or the control vector. These modified cell lines were subcutaneously injected into the right armpit of NOD-SCID mice in separate groups. After 16 days, the volume and weight of the xenograft tumors were significantly lower in the HNRNPC-KD group than those in the control group, with the tumors in the HNRNPC-KD group exhibiting little or no growth (Fig. 7A–C). Finally, the IHC-staining results provided evidence of the regulatory role of HNRNPC on IRAK1. Nuclear HNRNPC expression was lower in the HNRNPC-KD group than that in the control group, and IRAK1 expression was also significantly impaired (Fig. 7D).

**Fig. 7:**
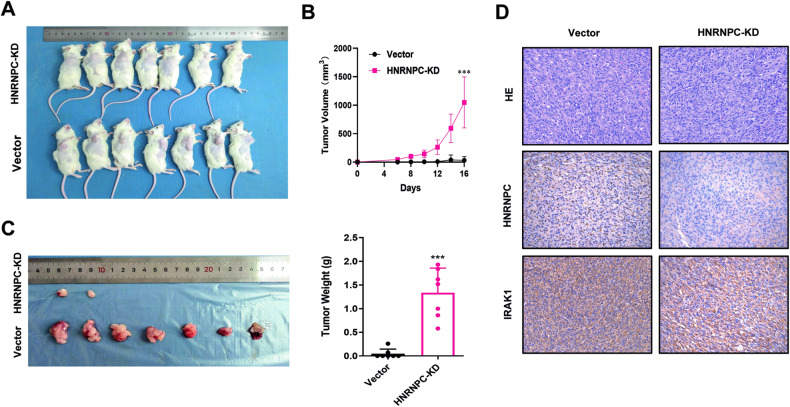
Knocking down HNRNPC inhibited tumor growth in vivo. **A** Subcutaneous tumor transplantation in NOD-SCID mice using U87 cells with HNRNPC-KD or an empty vector (n = 7, left). **B** Growth curve of the tumors in the HNRNPC-KD and vector groups (right). Tumor volume was calculated using the formula V = ab^2^/2, where a and b are the tumor length and width, respectively. **C** Comparison of the tumor volume and weight between the HNRNPC-KD and vector groups. **D** Hematoxylin and eosin and IHC analyses of HNRNPC and IRAK1 expression in the HNRNPC-KD and vector groups. The n number represents n biologically independent experiments in each group. ***p < 0.001.

## Discussion

Accumulating data indicate that HNRNPC participates in many tumor types such as breast cancer, colorectal cancer, and hepatocellular carcinoma [20–22]. HNRNPC overexpression has been reported in gliomas [23]; however, its function as an m6A reader remains limited. In this study, public-database analysis and IHC analysis of TMAs revealed that HNRNPC was highly expressed in gliomas, that its expression correlated positively with the degree of tumor malignancy, and that high HNRNPC expression in patients also correlated with poor survival. Moreover, HNRNPC overexpression was required for glioma cell proliferation, migration, and invasion in vitro and in vivo.

The RNA-seq data showed that HNRNPC activated the MAPK signaling pathway in glioma cells. Therefore, MAPK signaling pathway-related genes were considered candidate targets of HNRNPC. We analyzed differential MeRIP-seq peaks and RNA-seq-based differentially expressed genes in HNRNPC-knockdown glioma cells to identify the direct targets of HNRNPC. Combined public-database analysis and cell-assay screening revealed that IRAK1 may be a potential target for HNRNPC. Furthermore, our results demonstrated that HNRNPC positively regulated IRAK1 levels in glioma cells. The m6A modification can be recognized by readers to regulate RNA stability, degradation, translation, and alternative splicing [24]. For example, many members of the m6A reader family, such as those in the YT521-B homology (YTH) domain family (including YTHDC2, YTHDF1, and YTHDF2), regulate the mRNA translation of downstream target genes through the m6A modification [25, 26]. YTHDF2 can also affect the transcription of target genes by regulating mRNA stability [27, 28]. HNRNPC is an RNA-binding protein, and was discovered early on to regulate mRNA stability [29]. As RNA modification has received widespread attention, it can be used as an m6A modification-related protein, and as an m6A reader like the classic YTHDF family [30, 31]. Although several studies demonstrated that HNRNPC plays an important role in precursor-mRNA processing as an m6A reader [16], the results of this study revealed a novel function for HNRNPC in regulating mRNA stability by m6A modification. By mutating the m6A-modification site in IRAK1 mRNA, we found that HNRNPC recognized and bound IRAK1 mRNA and regulated its stability and expression.

IRAK1 is an important molecule in the MAPK signaling network that can positively regulate the MAPK pathway by dissociating from the Myddosome complex to activate tumor necrosis factor receptor (TNFR)-associated factor 6 (TRAF6) [32–35], which signals via down-stream pathways, such as mitogen-activated protein (MAP) kinases and nuclear factor-κB (NF-κB). In this study, we demonstrated that patients with high IRAK1 expression had a lower OS than patients with low IRAK1 expression. IRAK1 is expressed at abnormally high levels in various tumors such as liver, breast, head and neck, and endometrial cancer [36–38]. We found that silencing IRAK1 inhibited the malignant transformation of glioma cells in vitro. Recent data showed that IRAK1 is highly expressed in gliomas and is associated with radiotherapy sensitivity [39]. IRAK1 plays a critical oncogenic role in glioma. Here, we discovered that high IRAK1 expression may be regulated by HNRNPC in an m6A-dependent manner, which might explain the high IRAK1 expression. Moreover, we determined the effects of HNRNPC on the proliferation, migration, and invasion of glioma cells via IRAK1 using rescue experiments. Therefore, our findings demonstrate an important role of the HNRNPC–IRAK1–MAPK axis in glioma progression, potentially offering novel therapeutic targets for glioma. IRAK1 inhibitors have already been developed in several studies [40–42]. Developing a kinase inhibitor targeting IRAK1 could potentially overcome the weakness of chemotherapeutic drugs that cannot cross the blood–brain barrier. Therefore, IRAK1 may be a valuable therapeutic target for glioma.

## Conclusions

We demonstrated the role of HNRNPC in tumorigenesis and its function in regulating IRAK1 mRNA stability in an m6A-dependent manner, which was necessary for the malignant behavior of glioma cells by resulting in activation of the MAPK signaling pathway. Our findings highlight the HNRNPC–IRAK1–MAPK axis as a potential therapeutic target for improving patient survival.

## Materials and methods

### Cell culture

The human glioma cell lines HS683, U251, U87, and T98G were obtained from the Department of Pharmacology, School of Pharmaceutical Science, Nanchang University. All cell lines were authenticated using short-tandem repeat analyses by a third-party biotechnology company (Biowing Applied Biotechnology, Shanghai) and all cells were tested without mycoplasma contamination. All cell lines were maintained at 37 °C in a 5% CO_2_-humidfied atmosphere in high-glucose-formulated Dulbecco’s modified Eagle’s medium (DMEM, Hyclone, USA, catalog number SH300200.01) supplemented with 10% fetal bovine serum (FBS, Hyclone, catalog number SH30406.05).

### Cell transfections and lentiviral transductions

Small-interfering RNA (siRNA)-transfected cells were purchased from RiboBio (Guangzhou, China). Cells were transfected in 6-well plates with siRNA (50 nM) using the riboFECTTM CP Transfection Kit (RiboBio, Guangzhou, China, catalog number C10511–05), according to the manufacturer’s instructions. Lentiviral vectors driving HNRNPC overexpression or HNRNPC short-hairpin RNA were purchased from GeneChem (Shanghai, China). Cells were plated in 6-well culture plates, cultured for 24 h until they reached 30–40% confluency, and then infected with lentiviruses in medium containing 1×HitransG A (GeneChem, catalog number REVG004). The sequences of the oligonucleotides used for RNA interference are listed in Supplementary Table 1.

### Cell-growth and cell-proliferation assays

Cell proliferation was detected using the CellTiter 96® AQ_ueous_ One Solution Cell Proliferation Assay (MTS) (Promega, USA, catalog number G3580). Briefly, cells were plated in 96-well culture plates and incubated for 0, 24, 48, 72, or 96 h. Then, MTS reagent was added to each well at 10 μL per 100 μL culture medium. Following incubation at 37 °C in the presence of 5% CO_2_ for 1 h, the absorbance at 490 nm was measured using a microplate reader (SpectraMax iD3). Colony-forming assays were performed by seeding individual cells into 6-well culture plates and incubating them at 37 °C in the presence of 5% CO_2_ for approximately 14 days. Colonies were stained with crystal violet for 30 min, washed thrice with phosphate-buffered saline (PBS), and imaged. For the EdU assays, cells were plated in 96-well culture plates, incubated with EdU reagent (RiboBio, catalog number C10310-1) for 4 h, washed, and stained with Hoechst dye, according to the manufacturer’s protocol.

### Cell-migration and cell-invasion assays

For the wound-healing assays, the cells were incubated in 6-well plates until they became confluent. Each cell monolayer was scratched using a sterile micropipette tip to form a separate wound. Wound closure was imaged at 0 and 24 h using a microscope. For the transwell-migration assays, cells were cultured in serum-free DMEM in the upper chamber of 24-well transwell inserts (Corning, USA catalog number 3422), while 600 μL of DMEM supplemented with 20% FBS was added to the lower chamber. After 24 h, the cells on the top surface of the chamber membranes were removed, and the cells on the bottom surface were fixed with 4% paraformaldehyde for approximately 30 min and then stained with 0.1% crystal violet. For the transwell-invasion assays, cells were plated in Transwell plates with Matrigel (Corning, USA, catalog number 354234) for 48 h, after which the cells in five fields were randomly selected and counted.

### RNA isolation and reverse transcriptase-quantitative polymerase chain reaction analysis

Total RNA was extracted from glioma cell lines using the TRIzol reagent (Invitrogen, USA, catalog number 15596–026), according to the manufacturer’s instructions, and reverse transcribed into complementary DNA (cDNA) using a PrimeScript™ RT Reagent Kit with gDNA Eraser (Perfect Real Time) (Takara, Japan, catalog number RR047A) with random and oligo dT primers. SYBR Green (Takara, catalog number RR820A) was used to perform qPCR to determine the relative mRNA-expression levels of target mRNAs. The sequences of the primers used for qPCR are shown in Supplementary Table 2. All qPCR primers were purchased from Sangon Biotech Co. (Shanghai, China).

### Western blot analysis and antibodies

Cells were lysed in radioimmunoprecipitation assay lysis buffer (Solarbio, China, catalog number R0020) containing the protease inhibitor phenylmethylsulfonyl fluoride (Solarbio, catalog number P0100) and phosphatase inhibitor cocktail II (MedChem Express, USA, catalog number HY-K0022). Proteins were separated using sodium dodecyl sulfate-polyacrylamide gel electrophoresis and transferred onto a polyvinylidene fluoride membrane (Millipore, USA). After blocking in 5% milk for 1 h at room temperature, the membranes were incubated with primary antibodies at 4 °C overnight. Antibodies against the following proteins were used in this study: HNRNPC (1:1000, Proteintech, China, catalog number 11760-1-AP), IRAK1 (1:1000, Proteintech, catalog number 10478-2-AP), p38 (1:1000, Cell Signaling Technology, USA, catalog number 8690), phospho-p38 (p-p38; 1:1000, Cell Signaling Technology, catalog number 4511), c-Jun N-terminal kinase (JNK; 1:1000, Cell Signaling Technology, catalog number 9252), phospho-JNK (1:1000, Cell Signaling Technology, catalog number 4668), extracellular signal-regulated kinase (ERK; 1:1000, Cell Signaling Technology, catalog number 4695), phospho-ERK (1:1000, Cell Signaling Technology, catalog number 4370), and β-actin (1:1000, Cell Signaling Technology, catalog number 3700). After immunoblotting with the primary antibody, the membranes were incubated with an appropriate secondary antibody at room temperature for 1 h and imaged using the ChemiDoc XRS+ system (Bio-Rad, USA).

### MeRIP-seq and MeRIP-qPCR

MeRIP-seq was performed by LC-Bio Technologies Co., Ltd (Hangzhou, China), according to standard procedures. Total RNA was extracted and purified using the TRIzol reagent according to the manufacturer’s protocol. Cleaved mRNA fragments were incubated with an anti-m6A antibody (Synaptic Systems, Germany, catalog number 202003). After elution, the recovered RNA was isolated, reverse-transcribed into cDNA, and sequenced using the Illumina Novaseq^TM^ 6000 platform (LC Bio Technology Co., Ltd. Hangzhou, China), according to standard operations.

For MeRIP-qPCR, intact poly A RNA was purified from total RNA and subsequently denatured at 70 °C for 10 min. The denatured RNA was then incubated with an anti-m6A antibody in RIP buffer at 4 °C for 2 h. The complex was incubated with Dynabeads Protein G (Invitrogen, catalog number 11203D) at 4 °C for 2 h, and then eluted to obtain m6A-modified RNA, which was subsequently reverse transcribed and quantified by qPCR. The m6A-modification sites on IRAK1 mRNA were predicted using the RMBase v2.0 and SRAMP databases. Sequences containing one or more high-confidence m6A sites were divided into eight segments, and primers were designed accordingly (see Supplementary Table 2 for the qPCR primers). The cycle threshold (Ct) value of each MeRIP RNA fraction was normalized to that of the input RNA fraction in each qPCR assay (ΔCt value) to account for differences in each chromatin-sample preparation. The % input for each MeRIP fraction was calculated using the following equation: $$\% {input}={2}^{({Ct\; input}-{Ct\; MeRIP})}\times {Fd}\times 100 \%$$, where Fd denotes the input-dilution factor.

### RNA-seq analysis

RNA-seq was performed by LC-Bio Technologies Co., Ltd., according to standard procedures. RNA was isolated using the TRIzol reagent, according to the manufacturer’s protocol. RNA integrity was detected using Bioanalyzer 2100 (Agilent, Santa Clara, CA, USA) and verified by agarose electrophoresis. The mRNA library was constructed using the Illumina NEBNext method and sequenced according to standard operations using an Illumina NovaSeq 6000 instrument (LC Bio-Technology Co., Ltd., Hangzhou, China). Subsequently, Cutadapt software was used to process the raw data to obtain clean data, which were aligned to the genome using HISAT2. The differentially expressed mRNAs were selected with fold change > 2 or fold change < 0.5 and p value < 0.05 by R package edgeR or DESeq2, and then analysis KEGG enrichment to the differentially expressed mRNAs. GSEA is an analytical method that determines whether a previously defined set of genes shows statistically significant, concordant differences between two phenotypes. HNRNPC knockdown was used as a phenotype label. The “c2.cp.kegg_legacy.v2023.2.Hs.symbols.gmt” file from the MSigDB collections was chosen as the reference gene collection. The parameters were set as follows: adjusted *p*-value < 0.05, false discovery rate (FDR) < 0.25, and normalized enrichment score (|NES|) > 1.

### RNA immunoprecipitation

An RNA-binding protein immunoprecipitation kit (Sigma, USA) was used for all immunoprecipitation experiments. Briefly, after the cells were washed twice with PBS, a lysis buffer containing a protease inhibitor cocktail and ribozyme inhibitors was added. Then, 10% of the lysate was taken as the input, and magnetic protein-A/G beads pre-bound with antibodies were incubated with the remaining lysate at 4 °C overnight. The recovered RNA was extracted for qPCR. lgG was used as a negative-control antibody, and the input was used as the PCR control.

### Dual-luciferase reporter-gene assay

To generate the dual-firefly luciferase-reporter plasmids, DNA fragments encoding wild-type or mutant IRAK1 were synthesized by Hanbio Technology (Shanghai, China) and separately cloned into the PSICHECK2 vector. U87 cells were seeded in 24-well plates, infected with an empty vector or the HNRNPC-overexpression lentivirus, and then transfected with 1 μL of either of the dual-luciferase reporter plasmids using Lipofectamine 3000 (Invitrogen, catalog number L3000015). After 24 h, Fluc and Rluc activities were measured using a Dual-Luciferase Reporter Assay System (Promega, catalog number E1910). The data show Fluc activity normalized by Rluc activity.

### RNA-stability assay

Glioma cells were seeded into 6-well plates and treated with 10 μg/mL actinomycin D (Selleck Chemicals, USA, catalog number S8964) for 0, 12, 24, or 36 h. Total RNA extracted from each sample was used for real-time PCR analysis.

### Animal study

All animal experiments were conducted in accordance with the Guidelines for the Care and Use of Laboratory Animals and the Institutional Code of Ethics for Animal Experiments. Ethical approval for the animal research was obtained from Nanchang Royo Biotech Co., Ltd (approval number RYE2022061701). For the xenograft experiments, 5-week-old male NOD-SCID mice were randomly divided into two groups (n = 7 each) and subcutaneously inoculated with 4 × 10^6^ U87 cells stably infected with lentiviruses (Vector or HNRNPC-KD) in PBS mixed with Matrigel (Corning, catalog number 354234). Tumor volumes were measured every other day and calculated using the following formula: volume = (width)^2^ × length/2. When reaching moribund condition or the tumor length was more than 15 mm, the mice were euthanized and their tumors were harvested for analysis, photography, and histological examination. The investigator was blinded to the group allocation of the mice during the experiment. The sample size is described in the corresponding figure legend. No animals were excluded from the analysis.

### Hematoxylin and eosin staining and immunohistochemistry

Two TMAs (HBraG155Su01 and HBraG125PG01) generated using glioma tissue samples were purchased from Shanghai Outdo Biotech Company (Shanghai, China). The TMA of HBraG155Su01 contained 155 tissue samples from patients with gliomas and survival information. In contrast, the TMA of HBraG125PG01 contained three normal brain and 122 glioma tissues without survival information. The clinical information for both TMAs is shown in Supplementary Tables 3 and 4. The TMAs used in this study were collected with informed consent and ethical approval from the Shanghai Outdo Biotech Company (approval numbers SHYJS-CP-1804001 and SHYJS-CP-1801020). The samples were processed by heat-mediated antigen retrieval in citrate buffer (pH 6), after which they were blocked and incubated with a polyclonal rabbit anti-HNRNPC (1:50) or anti-IRAK1 (1:500) antibodies overnight at 4 °C. An Elivision^TM^ plus Polyer HP (Mouse/Rabbit) Immunohistochemistry (IHC) Kit (MXB Biotechnologies, catalog number KIT-9901) was used for IHC detection.

The TMAs were scanned using a Leica GT 450 slide scanner, and the data were automatically analyzed using HALO software. We quantitatively scored the immunoreactive cells according to the percentage of positive cells and staining intensity, which was assessed by staining for HNRNPC in the nucleus and IRAK1 in the nucleus and cytoplasm. The staining intensities were scored as 0 (no staining), 1 (weak yellow staining), 2 (moderate staining), or 3 (strong staining). The H-score (maximum score, 300) was calculated using the following formula: (3 × percentage of cells with strong staining) + (2 × percentage of cells with moderate staining) + percentage of cells with weak staining. Based on the H-score, the expression levels were divided into four groups: negative expression (score: 0), weak expression (score: 0–60), moderate expression (score: 60–150), and strong expression (score: 150–300).

According to the HNRNPC abundance, negative or weak positive expression was defined as low expression and moderate or strong expression was defined as high expression. For IRAK1, negative expression was defined as low expression and weak, moderate, or strong expression was defined as high expression. The study followed remark reporting specifications.

### Statistical analyses

The data generated in this study were analyzed using GraphPad Prism 9 and are presented as the mean ± standard deviation (SD). One-way analysis of variance and Student’s t-test were used to compare the groups. Survival curves were drawn using the Kaplan–Meier method, and differences between groups were assessed using the log-rank test. OS was defined as the diagnostic data to date of death from any cause or last follow-up. Multivariate analyses using Cox proportional-hazards modeling were performed to estimate the risk of death. P < 0.05 (two-sided test) was considered to reflect a statistically significant difference. Statistical analyses were performed using R software (version 3.6.1) and SPSS (version 24.0).

## Supplementary information

Supplementary information

Original Data

## Data Availability

The RNA-seq and methylated MeRIP-seq data generated in this study were deposited in the Gene Expression Omnibus Database under accession number GSE245688. RNA-seq expression data of glioma tissues were obtained available from TCGAand normal brain tissues from GTEx are available on the UCSC Xena browser (https://xenabrowser.net/datapages/), and CGGAdata are available on its website (http://www.cgga.org.cn/). Proteomic data of glioma and normal brain tissue were obtained from UALCAN (https://ualcan.path.uab.edu/). All other data supporting the findings of this study are available from the corresponding author upon request.

# Supplementary material for: The m6A reader HNRNPC promotes glioma progression by enhancing the stability of IRAK1 mRNA through the MAPK pathway
**Source:** Cell Death Dis. 2024 Jun 3;15(6):390. doi: 10.1038/s41419-024-06736-0
**Supplement:** Supplementary file 1 — Supplementary information

Supplementary Information

**The m6A reader HNRNPC promotes glioma progression by enhancing the stability
of IRAK1 mRNA through the MAPK pathway**

Supplementary Figures 1-5: page 2-8

Supplementary Tables 1-4: page 9-10

Supplementary Data 1-6: page 11-56

Supplementary Figures 1-5

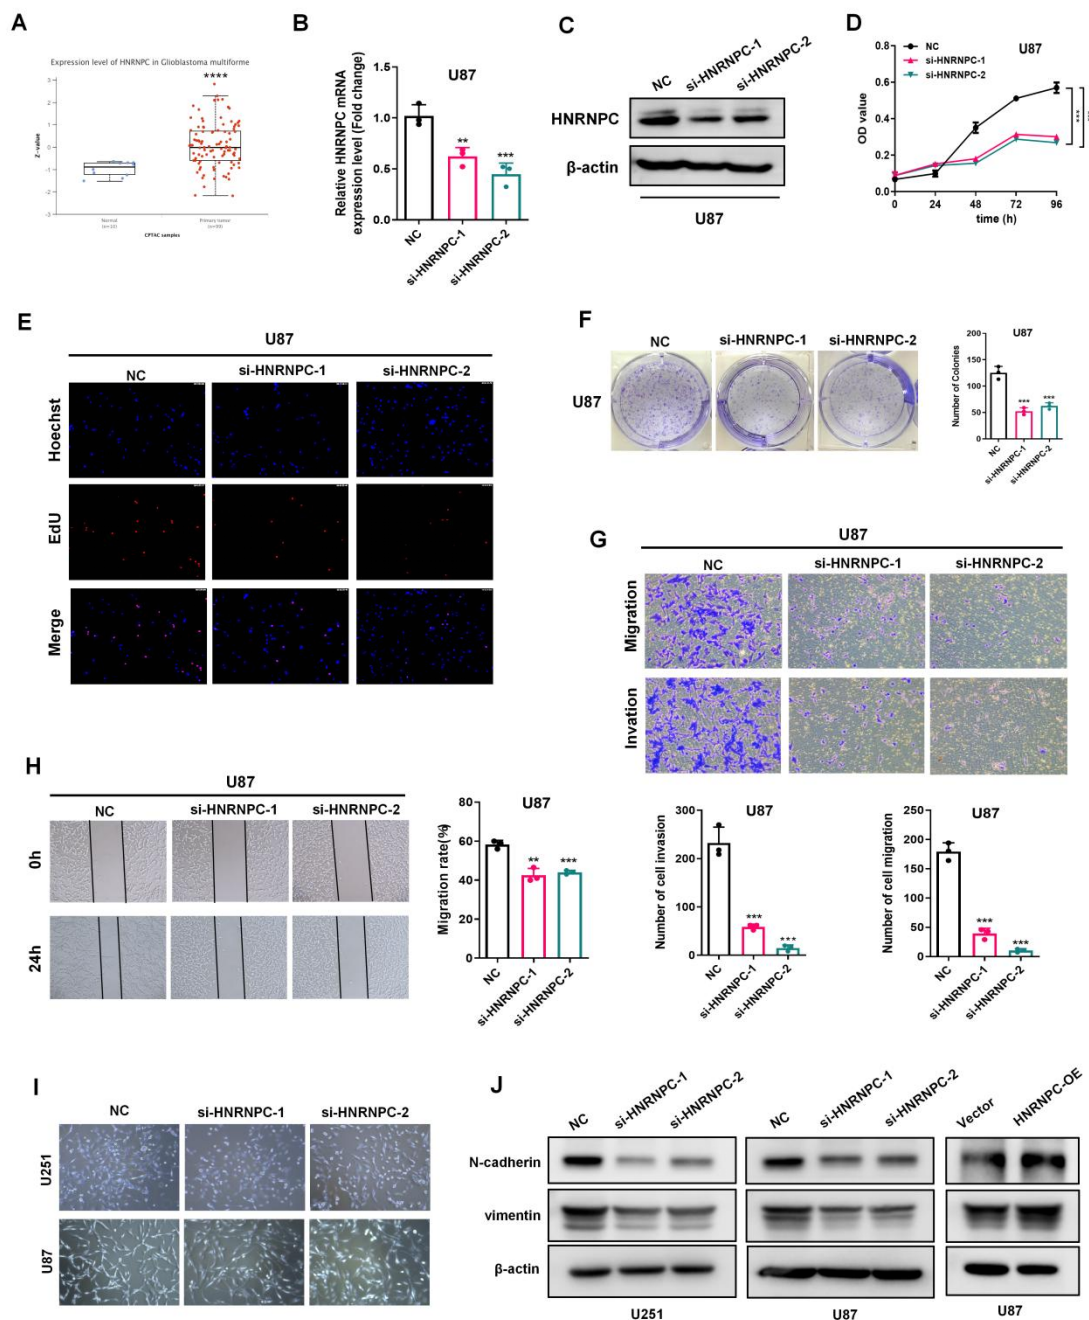

Supplementary Fig. 1 HNRNPC promoted the proliferation, migration and invasion of glioma cells. **A.** Assessment of protein levels of HNRNPC in glioma and normal brain tissue through the proteomic data from UALCAN database. **B, C.** RT-qPCR and Western blot analyses the efficiency of HNRNPC knockdown in U87 cells. **D, E, and F.** MTS, EdU, and colony-formation assays were conducted to evaluate the effect of proliferative ability by

regulating HNRNPC expression. **G, H.** Transwell and wound-healing assays were performed to evaluate the effect of invasion and migration abilities by regulating HNRNPC expression. **I.** Cell morphology were observed after knocking down HNRNPC. **J.** Western blot analysis of key molecules related to EMT. Data are shown as the mean $\pm$ SD of three replicates; * $p < 0.05$, ** $p < 0.01$, *** $p < 0.001$, compared with the negative control group.

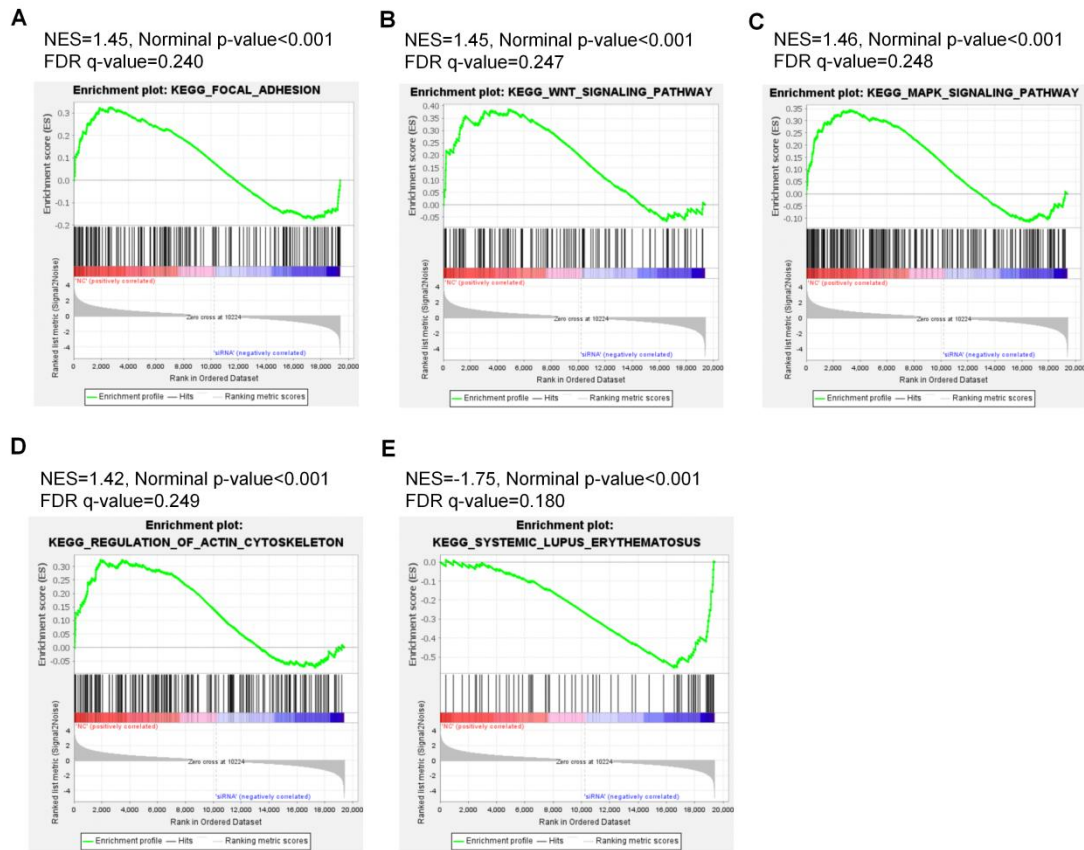

Supplementary Fig. 2 Signaling pathways significantly altered after HNRNPC knockdown

by GSEA enrichment analysis. A. Focal adhesion. **B.** Wnt signaling pathway. **C.** MAPK signaling pathway. **D.** Regulation of actin cytoskeleton. **E.** Systemic lupus erythematosus. NES absolute value at >1, P value at <0.05, and FDR value at <0.25 were set as the threshold.

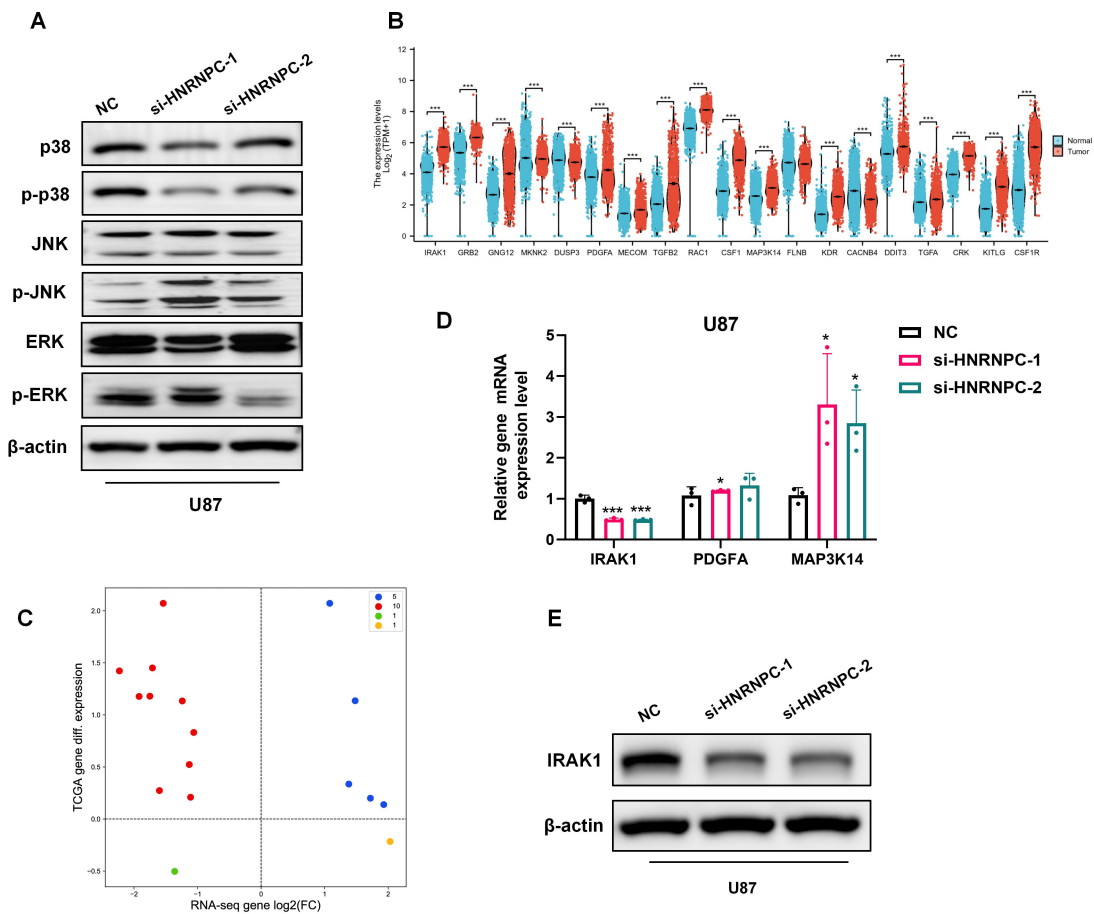

Supplementary Fig. 3 Identification of HNRNPC targets by high-throughput RNA-seq and MeRIP-seq. **A.** Western blot analysis of MAPK pathway relative protein levels in HNRNPC-knockdown U87 cells. **B.** TCGA assessment of the expression levels of 19 candidate genes in glioma and normal brain tissue. **C.** The quadrant diagram graph shows the differential expression genes in gliomas and normal tissues in TCGA database and differential expression genes regulated gene expression in RNA-seq after HNRNPC-knockdown in U251 cells. The genes with the same change in quadrants 2 and 4 were selected as candidate target genes. **D.** qRT-PCR validated three candidate genes in U87 cells after HNRNPC knockdown. **E.** Western blot analysis of IRAK1 protein levels in HNRNPC-knockdown U87 cells. Data are shown as the mean±SD of three replicates; ** $p < 0.01$, *** $p < 0.001$, compared with the negative control group.

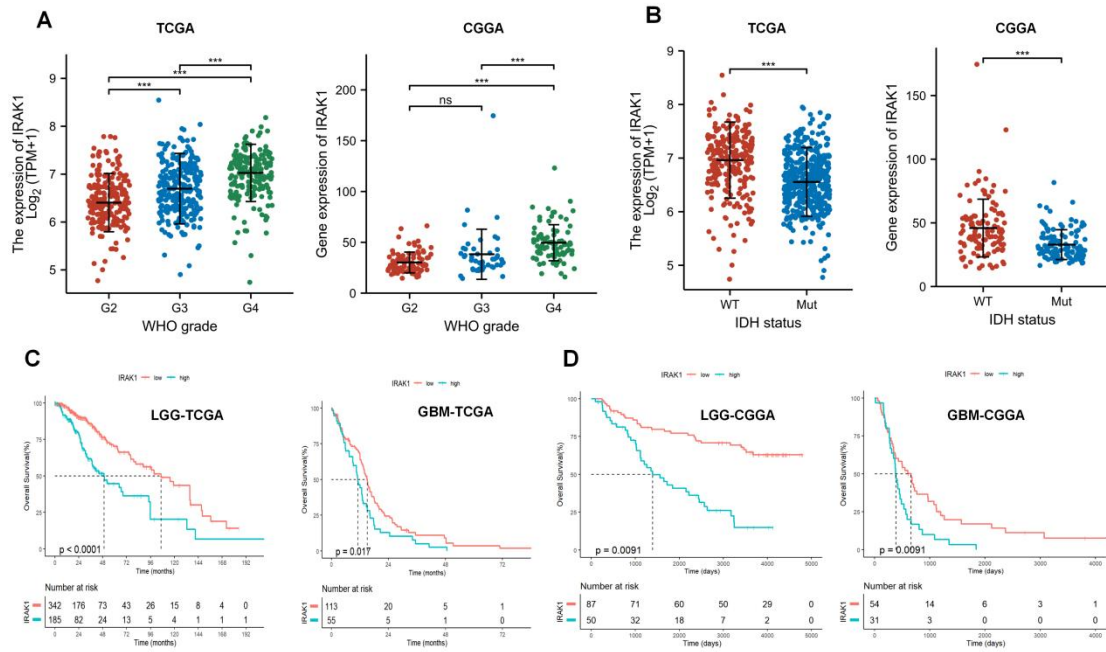

Supplementary Fig. 4 IRAK1 expression was correlated with poor prognosis. A. Assessment of the expression levels of IRAK1 in different grades gliomas in TCGA and CGGA database. **B.** Assessment of the expression levels of IRAK1 wild type and IDH mutation glioma patients in TCGA and CGGA database. **C.** Kaplan-Meier OS plot showing survival rates for LGG and GBM patients with low expression (red) or high expression (blue) of IRAK1 in the TCGA databases (two-sided log-rank test). **D.** Kaplan-Meier OS plot showing survival rates for LGG and GBM patients with low expression (red) or high expression (blue) of IRAK1 in the CGGA databases (two-sided log-rank test).

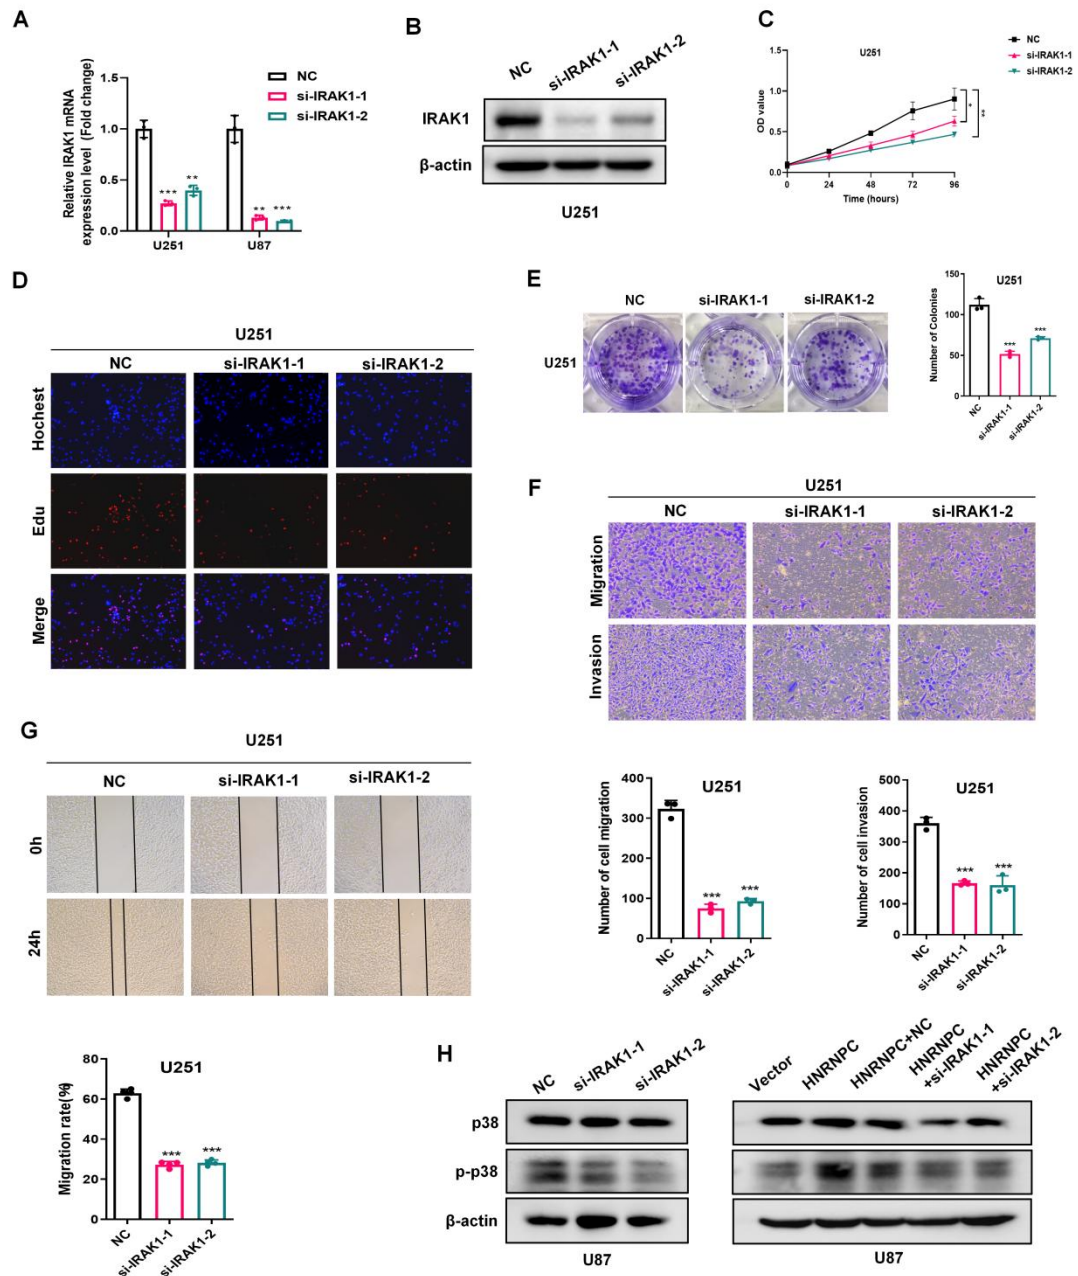

Supplementary Fig. 5 IRAK1 promoted tumor progression in glioma. A-B. RT-qPCR and Western blot analyses of the efficiency of IRAK1 knockdown. **C, D, and E.** MTS, EdU, and colony-formation assay were conducted to evaluate the effect of proliferation ability by regulating IRAK1 expression. **F, G.** Transwell assay and wound-healing were performed to evaluate the effect of invasion and migration abilities by regulating IRAK1 expression. **H.** Western blot analysis of p38 and p-p38 protein levels in IRAK1-knockdown U87 cells (left) and in U87 cells

stably expressing an empty vector, HNRNPC, or HNRNPC plus si-IRAK1 (right). Data are shown as the mean $\pm$ SD of three replicates; * $p < 0.05$, ** $p < 0.01$, *** $p < 0.001$, compared with the negative control group.

Supplementary Tables 1-4

Supplementary Table1. RNAi oligonucleotides sequences

Name	Sequence
siHNRNPC-1	CTCGAAACGTCAGCGTGTA
siHNRNPC-2	GCCTTCGTTTCAGTATGTTA
siIRAK1-1	GCCCGAAGAAAGTGATGAA
siIRAK1-2	GGAGCAGCTGTCCAGGTTT
shHNRNPC	GCCTTCGTTTCAGTATGTTA

Supplementary Table 2. primers sequence

Gene	Primers sequence for qPCR
HNRNPC	Forward: 5'-ATGGCAGAATGATTGCTGGCCAGG-3',<br>Reverse: 5'-AAGTCAAAAGAGGAGCTGAGTAGAG-3'
IRAK1	Forward: 5'-GCTGTGAAGAGGCTGAAGGAGAAC-3',<br>Reverse: 5'-ATGTTTGGGTGACGAAACCTGGAC-3'
PDGFA	Forward: 5'-GGCCAAGGTGGAATACGTCA-3',<br>Reverse: 5'-ATCCGGATTCAGGCTTGTGG-3'
MAP3K14	Forward: 5'-TGTGGACACGGACACCTTCA-3',<br>Reverse: 5'-GTGCGTCTTCACAGCCCTCT-3'
GAPDH	Forward: 5'-GGAGCGAGATCCCTCCAAAAT-3',<br>Reverse: 5'-GGCTGTTGTCATACTTCTCATGG-3'
IRAK1<br>segments-1	Forward: 5'-TCCTGTGGCCCTGGATCAA-3'<br>Reverse: 5'-GTGGTGCCTGGGGACGGAA-3'
IRAK1<br>segments-2	Forward: 5'-AAACATTGTGGACTTTGCTGGC-3'<br>Reverse: 5'-GCCGTACACCAGGCAGTAGAA-3'
IRAK1<br>segments-3	Forward: 5'-GGCAATTCAGTTTCTACATCAGGA-3'<br>Reverse: 5'-GCTTGGGTGTCAGCCTCTCA-3'
IRAK1<br>segments-4	Forward: 5'-TGTGGACACGGACACCTTCA-3'<br>Reverse: 5'-GTGCGTCTTCACAGCCCTCT-3'
IRAK1<br>segments-5	Forward: 5'-CAGGAGAACTCCTACGTGTCCAG-3'<br>Reverse: 5'-GTCACTCTCCACGGGCTGGT-3'
IRAK1<br>segments-6	Forward: 5'-CTCCTGGCACTTGACTCCAA-3'<br>Reverse: 5'-GATGATGCAGAGCTGCCAAG-3'
IRAK1<br>segments-7	Forward: 5'-AACCTGCCCCGACAGAAGAT-3'<br>Reverse: 5'-GGTGAACACATCAGCTCTGAAATT-3'
IRAK1<br>segments-8	Forward: 5'-TGGCATCATCCAGTGAGGAG-3'<br>Reverse: 5'-TCCAAAGAGATGGGCAAAGAG-3'

Supplementary Table 3. Clinical information of TAM 1 (HBraG155Su01)

**Characteristic**		**n (%)**
Gender	Female	99
	Male	56
Age	<45	87
	≥45	68
Grade	I	44
	II	73
	III	18
	IV	20
Surgery	with	155
	without	0

Supplementary Table 4. Clinical information of TAM 2 (HBraG125PG01)

**Characteristic**		**n (%)**
Grade	Normal	3
	I	5
	II	42
	III	21
	IV	54
Surgery	with	125
	without	0

Supplementary Data 1-6

Supplementary Data 1. MeRIP-seq DEGs

geneName	peak_annotation	m6A_regulation	fc	log2(fc)	logFC	pval	qval
GNAL	3' UTR	up	0.50	-1.00	1.00	0.00	0.00
AGER	3' UTR	down	2.00	1.00	1.00	0.01	0.02
IFIH1	5' UTR	down	2.00	1.00	1.00	0.00	0.00
AC011450	3' UTR	down	2.00	1.00	1.00	0.01	0.02
USB1	3' UTR	down	0.50	-1.00	1.00	0.00	0.00
TBC1D30	3' UTR	up	0.50	-1.00	-1.01	0.00	0.00
ABCC10	5' UTR	down	0.50	-1.01	-1.01	0.00	0.00
ZNF544	5' UTR	down	2.01	1.01	1.01	0.00	0.00
AC093627	Exon (ENST00000462565/ENSG00000242474, exon 3 of 4)	up	2.01	1.01	1.01	0.00	0.00
PITPNA-AS1	3' UTR	down	2.01	1.01	1.01	0.00	0.00
SLC45A3	Exon (ENST00000367145/ENSG00000158715, exon 2 of 5)	down	0.50	-1.01	-1.01	0.00	0.00
B4GAT1	3' UTR	down	0.50	-1.01	-1.01	0.00	0.00
EXOC5	3' UTR	down	2.01	1.01	1.01	0.00	0.00
AP002360	Exon (ENST00000658868/ENSG00000255135, exon 1 of 2)	up	2.01	1.01	1.01	0.00	0.01
MT1X	5' UTR	down	2.02	1.01	1.01	0.00	0.00
ACTG1	3' UTR	down	0.50	-1.01	-1.02	0.00	0.00
BOC	5' UTR	up	0.50	-1.01	1.02	0.00	0.00
KRT15	3' UTR	down	0.50	-1.01	1.02	0.00	0.00
SRGAP2B	3' UTR	up	2.02	1.01	1.01	0.00	0.00
ZFAND3	3' UTR	up	2.02	1.01	1.01	0.00	0.00
AC012313	Exon (ENST00000594816/ENSG00000268912, exon 1 of 1)	up	2.02	1.01	1.01	0.00	0.00
SRP14-AS1	Exon (ENST00000559012/ENSG00000248508, exon 3 of 7)	up	2.02	1.01	1.01	0.00	0.01
ORAI2	3' UTR	up	0.50	-1.01	-1.02	0.00	0.00
ZNF480	3' UTR	up	2.02	1.01	1.01	0.00	0.00
ANKRD52	3' UTR	down	2.02	1.02	1.02	0.00	0.00
CSK	3' UTR	down	2.02	1.02	1.02	0.00	0.00
AURKB	5' UTR	down	0.49	-1.02	1.03	0.00	0.00
MID1IP1	3' UTR	up	2.02	1.02	1.02	0.00	0.00
MAP3K14	3' UTR	down	0.49	-1.02	-1.03	0.00	0.00
HES6	3' UTR	down	0.49	-1.02	-1.03	0.00	0.00
UGGT2	3' UTR	down	0.49	-1.02	1.03	0.00	0.00
ZNF761	3' UTR	up	2.03	1.02	1.02	0.00	0.00
IL4R	3' UTR	down	0.49	-1.02	1.03	0.00	0.00
HCN3	Exon (ENST00000368358/ENSG00000143630, exon 2 of 8)	down	2.03	1.02	1.02	0.00	0.00
ARPC1B	5' UTR	down	0.49	-1.02	1.03	0.00	0.00
FNBP1	3' UTR	up	2.03	1.02	1.02	0.00	0.00
CDS2	3' UTR	down	2.03	1.02	1.02	0.00	0.00
OAS3	3' UTR	down	2.03	1.02	1.02	0.00	0.00
POMGNT1	3' UTR	down	2.03	1.02	1.02	0.00	0.00
ECD	5' UTR	down	0.49	-1.02	1.04	0.00	0.00
NT5DC3	3' UTR	down	2.03	1.02	1.02	0.00	0.00
TRO	5' UTR	up	0.49	-1.02	-1.04	0.00	0.00
ARID3B	3' UTR	down	0.49	-1.03	1.04	0.00	0.00
SLC16A4	3' UTR	up	0.49	-1.03	-1.04	0.00	0.00
PRAG1	5' UTR	down	0.49	-1.03	-1.05	0.00	0.00
TTC33	3' UTR	down	2.04	1.03	1.03	0.00	0.00
AP006621	Exon (ENST00000623846/ENSG00000279672, exon 1 of 1)	up	2.04	1.03	1.03	0.01	0.03
RAPGEFL1	3' UTR	up	2.04	1.03	1.03	0.00	0.00
RNF157	3' UTR	down	2.04	1.03	1.03	0.00	0.00
RAP2C-AS1	5' UTR	down	2.04	1.03	1.03	0.00	0.00
KRT8	3' UTR	up	0.49	-1.03	1.05	0.00	0.00
STIL	Exon (ENST00000337817/ENSG00000123473, exon 14 of 19)	up	0.49	-1.03	-1.05	0.00	0.00
DDIT4	3' UTR	down	0.49	-1.03	1.05	0.00	0.00
GPT2	Exon (ENST00000562801/ENSG00000166123, exon 1 of 6)	down	2.04	1.03	1.03	0.00	0.00
DOT1L	3' UTR	down	2.04	1.03	1.03	0.00	0.00
RASSF2	3' UTR	up	0.49	-1.03	-1.06	0.00	0.00
UHRF1	3' UTR	up	0.49	-1.03	-1.06	0.00	0.00
PSMB8	3' UTR	down	2.05	1.03	1.03	0.00	0.00
SLC12A7	3' UTR	up	0.49	-1.04	-1.06	0.00	0.00
CD164	3' UTR	down	2.05	1.04	1.04	0.00	0.00
ADARB1	Exon (ENST00000460734/ENSG00000197381, exon 10 of 10)	down	0.49	-1.04	-1.06	0.00	0.00
CIT	3' UTR	down	0.49	-1.04	1.06	0.00	0.00
TSPAN14	3' UTR	down	0.49	-1.04	1.06	0.00	0.00
MUC1	Exon (ENST00000620103/ENSG00000185499, exon 3 of 8)	up	2.06	1.04	1.04	0.00	0.00

PARP10		3' UTR	down	2.06	1.04	1.04	0.00	0.00
IRAK1BP1	Exon (ENST00000369940/ENSG00000146243, exon 4 of 4)		up	0.49	-1.04	-1.06	0.00	0.00
PLOD2		3' UTR	down	0.49	-1.04	1.07	0.00	0.00
KDM6B	Exon (ENST00000254846/ENSG00000132510, exon 10 of 22)		down	2.06	1.04	1.04	0.00	0.00
BBC3		3' UTR	down	2.06	1.05	1.05	0.00	0.00
SLC4A8		3' UTR	down	0.48	-1.05	1.07	0.00	0.00
TCTE3		5' UTR	up	2.07	1.05	1.05	0.00	0.00
NHLRC3		3' UTR	down	2.07	1.05	1.05	0.00	0.00
NDUFS2		5' UTR	down	2.07	1.05	1.05	0.00	0.00
DLEU2		5' UTR	down	0.48	-1.05	1.07	0.00	0.00
ZNF845	Exon (ENST00000595091/ENSG00000213799, exon 5 of 5)		up	2.07	1.05	1.05	0.00	0.00
RARB		3' UTR	down	0.48	-1.05	1.08	0.00	0.00
GRB2		3' UTR	down	0.48	-1.05	-1.08	0.00	0.00
ZCCHC2		3' UTR	up	2.07	1.05	1.05	0.00	0.00
SESN2		3' UTR	down	2.07	1.05	1.05	0.00	0.00
SAMD11		5' UTR	down	0.48	-1.05	1.08	0.00	0.00
GSX2		3' UTR	down	0.48	-1.05	-1.08	0.00	0.00
ANKRD1		3' UTR	down	0.48	-1.05	1.08	0.00	0.00
TAF8		3' UTR	down	0.48	-1.05	1.08	0.00	0.00
TECPR2	Exon (ENST00000359520/ENSG00000196663, exon 8 of 20)		up	2.08	1.05	1.05	0.00	0.00
PAXIP1-AS1	Exon (ENST00000608317/ENSG00000273344, exon 1 of 1)		up	2.08	1.06	1.06	0.00	0.00
TMEM158		3' UTR	down	0.48	-1.06	-1.09	0.00	0.00
ZNF251		3' UTR	up	2.08	1.06	1.06	0.00	0.00
SLC39A9		5' UTR	down	2.08	1.06	1.06	0.00	0.00
SLC4A11		3' UTR	down	2.08	1.06	1.06	0.00	0.00
ZBED4		5' UTR	up	2.08	1.06	1.06	0.00	0.00
GARS1-DT	Exon (ENST00000355837/ENSG00000196295, exon 2 of 2)		up	2.08	1.06	1.06	0.00	0.00
ISCA1		5' UTR	down	2.08	1.06	1.06	0.00	0.00
KBTBD8	Exon (ENST00000484414/ENSG00000163376, exon 2 of 2)		down	0.48	-1.06	-1.09	0.00	0.00
AGAP9		3' UTR	down	0.48	-1.06	1.09	0.00	0.00
TICAM2		5' UTR	down	0.48	-1.06	-1.09	0.02	0.03
SLC1A3	Exon (ENST00000416645/ENSG00000079215, exon 3 of 3)		down	0.48	-1.06	1.09	0.00	0.00
MARK4		5' UTR	down	2.09	1.06	1.06	0.00	0.00
SMARCD3		3' UTR	up	0.48	-1.06	1.10	0.00	0.00
ZNF174		5' UTR	up	2.09	1.06	1.06	0.00	0.00
SAMD4B		3' UTR	up	2.09	1.06	1.06	0.00	0.00
ILRUN		5' UTR	down	2.09	1.06	1.06	0.00	0.00
LPAR4	Exon (ENST00000614823/ENSG00000147145, exon 5 of 5)		up	0.48	-1.06	-1.10	0.00	0.01
ZNF772		5' UTR	up	2.09	1.06	1.06	0.00	0.00
CEP350	Exon (ENST00000367607/ENSG00000135837, exon 34 of 38)		down	0.48	-1.06	-1.10	0.00	0.00
KIF14	Exon (ENST00000614960/ENSG00000118193, exon 16 of 29)		down	0.48	-1.07	-1.11	0.00	0.00
KLF13		3' UTR	down	0.48	-1.07	-1.11	0.00	0.00
ZNF138		3' UTR	up	2.10	1.07	1.07	0.00	0.00
CNST		3' UTR	down	0.48	-1.07	1.11	0.00	0.00
ZNF317		3' UTR	up	2.10	1.07	1.07	0.00	0.00
CCDC153		3' UTR	up	0.48	-1.07	1.11	0.01	0.02
JAG2		3' UTR	down	0.48	-1.07	-1.11	0.00	0.00
POMK	Exon (ENST00000676193/ENSG00000185900, exon 3 of 4)		down	0.48	-1.07	1.11	0.00	0.00
ALKBH5		3' UTR	down	0.48	-1.07	1.11	0.00	0.00
AL355574	Exon (ENST00000423793/ENSG00000238058, exon 1 of 3)		up	2.10	1.07	1.07	0.01	0.03
GTPBP2	Exon (ENST00000307114/ENSG00000172432, exon 5 of 12)		down	2.11	1.07	1.07	0.00	0.00
FAT3	Exon (ENST00000409404/ENSG00000165323, exon 1 of 25)		up	0.47	-1.08	-1.11	0.00	0.00
ADCY9	Exon (ENST00000574721/ENSG00000162104, exon 1 of 1)		up	2.11	1.08	1.08	0.00	0.00
SDC1		3' UTR	down	2.11	1.08	1.08	0.00	0.00
MICB		3' UTR	down	0.47	-1.08	1.12	0.00	0.00
GPR85		3' UTR	up	0.47	-1.08	-1.12	0.00	0.01
ZNF629		3' UTR	up	2.12	1.08	1.08	0.00	0.00
NUDCD3		3' UTR	up	2.12	1.08	1.08	0.00	0.00
LONRF1		3' UTR	down	2.12	1.08	1.08	0.00	0.00
LIFR		3' UTR	down	0.47	-1.08	1.13	0.00	0.00
CCDC121		5' UTR	up	2.12	1.08	1.08	0.00	0.00
TMCC3		3' UTR	up	0.47	-1.08	1.13	0.00	0.00
TTC28-AS1	Exon (ENST00000417497/ENSG00000235954, exon 4 of 4)		up	2.12	1.08	1.08	0.00	0.00
AL589987	Exon (ENST00000453380/ENSG00000230707, exon 1 of 1)		up	2.12	1.08	1.08	0.00	0.00
GPR63		3' UTR	up	0.47	-1.08	-1.13	0.00	0.00
LINC00205	Exon (ENST00000400362/ENSG00000223768, exon 3 of 3)		down	2.12	1.09	1.09	0.00	0.00

KBTBD2		3' UTR	up	0.47	-1.09	-1.13	0.00	0.00
FHOD1		3' UTR	down	0.47	-1.09	-1.13	0.00	0.00
MAP3K10		5' UTR	up	2.13	1.09	1.09	0.00	0.00
CLCN4		3' UTR	up	0.47	-1.09	-1.14	0.00	0.00
EBF1		3' UTR	up	0.47	-1.09	1.14	0.00	0.00
DPH3		3' UTR	down	2.13	1.09	1.09	0.00	0.00
CASP2		3' UTR	up	0.47	-1.09	1.14	0.00	0.00
METTL27		3' UTR	down	2.13	1.09	1.09	0.00	0.00
DNAJC5		3' UTR	down	0.47	-1.09	-1.14	0.00	0.00
SART1		5' UTR	down	2.13	1.09	1.09	0.00	0.00
LINC01270	Exon (ENST00000664104/ENSG00000203999, exon 6 of 7)		up	2.13	1.09	1.09	0.00	0.00
TMEM181		3' UTR	down	0.47	-1.09	1.15	0.00	0.00
SWAP70		3' UTR	up	0.47	-1.09	1.15	0.00	0.00
PYGB		3' UTR	down	2.14	1.10	1.10	0.00	0.00
LINC01547	Exon (ENST00000609953/ENSG00000272825, exon 1 of 1)		up	2.14	1.10	1.10	0.00	0.00
GABPB2		5' UTR	down	2.14	1.10	1.10	0.00	0.00
NEAT1	Exon (ENST00000499732/ENSG00000245532, exon 1 of 2)		up	2.14	1.10	1.10	0.00	0.00
OTULINL		3' UTR	down	0.47	-1.10	-1.16	0.00	0.00
TBC1D2	Exon (ENST00000465784/ENSG00000095383, exon 9 of 13)		down	0.47	-1.10	1.17	0.00	0.00
TRIM44		5' UTR	down	0.47	-1.10	-1.17	0.00	0.00
TBC1D2B		3' UTR	up	0.47	-1.10	1.17	0.00	0.00
CBS	Exon (ENST00000461686/ENSG00000160200, exon 10 of 14)		down	2.14	1.10	1.10	0.00	0.00
AC108463	Exon (ENST00000451230/ENSG00000230499, exon 2 of 2)		up	2.15	1.10	1.10	0.00	0.00
C14orf93		5' UTR	up	2.15	1.10	1.10	0.00	0.00
AC074117	Exon (ENST00000447070/ENSG00000234072, exon 2 of 2)		up	2.15	1.10	1.10	0.00	0.00
ZNF71		5' UTR	up	2.15	1.10	1.10	0.00	0.00
AL391684	Exon (ENST00000647895/ENSG00000224934, exon 2 of 2)		up	2.15	1.10	1.10	0.00	0.00
PRKAR2A		5' UTR	up	2.15	1.10	1.10	0.00	0.00
DNAJC3-DT	Exon (ENST00000499499/ENSG00000247400, exon 2 of 2)		up	2.15	1.11	1.11	0.01	0.01
EPDR1		3' UTR	down	2.15	1.11	1.11	0.00	0.00
LEPR		3' UTR	up	2.15	1.11	1.11	0.00	0.00
TJP2		3' UTR	down	0.46	-1.11	1.18	0.00	0.00
TOR4A		3' UTR	up	2.15	1.11	1.11	0.00	0.00
MYRF		3' UTR	down	0.46	-1.11	1.19	0.00	0.00
ZNF202		3' UTR	up	2.16	1.11	1.11	0.00	0.00
PWWP3B	Exon (ENST00000337685/ENSG00000157502, exon 5 of 5)		down	0.46	-1.11	-1.19	0.00	0.00
FAIM2		3' UTR	down	0.46	-1.11	1.19	0.00	0.00
TRAF7		3' UTR	down	2.16	1.11	1.11	0.00	0.00
FAM169A		3' UTR	down	0.46	-1.11	1.19	0.00	0.00
AC098614	Exon (ENST00000368528/ENSG00000271943, exon 1 of 1)		up	2.16	1.11	1.11	0.00	0.00
VCL		3' UTR	down	0.46	-1.11	-1.19	0.00	0.00
SYNM		3' UTR	down	2.17	1.11	1.11	0.00	0.00
SUN2	Exon (ENST00000477262/ENSG00000100242, exon 3 of 7)		up	0.46	-1.12	1.20	0.00	0.00
NACC2		3' UTR	down	0.46	-1.12	-1.20	0.00	0.00
YBEY		3' UTR	up	2.17	1.12	1.12	0.00	0.00
MAZ		5' UTR	down	2.17	1.12	1.12	0.00	0.00
TUT7		5' UTR	up	0.46	-1.12	-1.20	0.00	0.00
RAD52		3' UTR	up	2.18	1.12	1.12	0.00	0.00
SMIM10L2A		3' UTR	up	2.18	1.12	1.12	0.00	0.00
TTC25		3' UTR	down	2.18	1.13	1.13	0.00	0.00
ZNF134		5' UTR	down	2.18	1.13	1.13	0.00	0.00
ZNF76		3' UTR	down	2.18	1.13	1.13	0.00	0.00
FYCO1		3' UTR	up	2.18	1.13	1.13	0.00	0.00
LBH		3' UTR	down	0.46	-1.13	-1.22	0.00	0.00
DIRAS1		3' UTR	down	0.46	-1.13	-1.22	0.00	0.00
LMBRD2	Exon (ENST00000296603/ENSG00000164187, exon 14 of 18)		down	0.46	-1.13	1.22	0.00	0.00
ERC2		5' UTR	up	0.46	-1.13	-1.22	0.00	0.00
EPHB3		3' UTR	down	0.46	-1.13	1.22	0.00	0.00
NOL9		3' UTR	down	0.46	-1.13	-1.22	0.00	0.00
CPEB2		3' UTR	down	2.19	1.13	1.13	0.00	0.00
MYADM	Exon (ENST00000336967/ENSG00000179820, exon 3 of 3)		up	0.46	-1.13	-1.23	0.00	0.00
CLTB		5' UTR	up	2.19	1.13	1.13	0.00	0.00
FBLIM1		3' UTR	down	0.46	-1.13	1.23	0.00	0.00
AC245140	Exon (ENST00000624054/ENSG00000280195, exon 1 of 1)		up	2.19	1.13	1.13	0.00	0.00
DLX1	Exon (ENST00000361609/ENSG00000144355, exon 2 of 3)		up	0.46	-1.13	-1.24	0.00	0.00
ERLIN1		3' UTR	down	2.20	1.13	1.13	0.00	0.00

DPYSL5	3' UTR	down	0.45	-1.14	1.24	0.00	0.00
TDRP	5' UTR	down	0.45	-1.14	1.24	0.00	0.00
SCN9A	3' UTR	down	0.45	-1.14	-1.24	0.00	0.00
ZER1	3' UTR	down	2.21	1.14	1.14	0.00	0.00
POLR3G	5' UTR	down	0.45	-1.14	1.25	0.00	0.00
FAM20C	5' UTR	up	0.45	-1.14	1.25	0.00	0.00
ADGRE1	3' UTR	down	0.45	-1.14	1.25	0.00	0.00
SH3BP4	Exon (ENST00000484097/ENSG00000130147, exon 2 of 2)	down	0.45	-1.14	1.25	0.00	0.00
ASB16-AS1	3' UTR	up	2.21	1.14	1.14	0.00	0.00
CENPBD1P1	Exon (ENST00000493504/ENSG00000213753, exon 2 of 2)	down	2.21	1.14	1.14	0.00	0.00
TSPAN12	3' UTR	down	0.45	-1.15	1.26	0.00	0.00
MSLN	3' UTR	down	0.45	-1.15	-1.26	0.00	0.00
ZNF844	3' UTR	down	2.22	1.15	1.15	0.00	0.00
CSF1	Exon (ENST00000329608/ENSG00000184371, exon 5 of 9)	down	2.22	1.15	1.15	0.00	0.00
CHKB	Exon (ENST00000654355/ENSG00000205559, exon 1 of 5)	up	0.45	-1.15	-1.26	0.01	0.02
NACC1	Exon (ENST00000586171/ENSG00000160877, exon 3 of 3)	down	2.22	1.15	1.15	0.00	0.00
TDG	3' UTR	down	0.45	-1.15	-1.27	0.00	0.00
F2R	5' UTR	up	0.45	-1.16	1.27	0.00	0.00
KRTAP5-AS1	Exon (ENST00000424148/ENSG00000233930, exon 1 of 2)	up	2.23	1.16	1.16	0.00	0.00
ERCC6L	5' UTR	up	0.45	-1.16	-1.28	0.00	0.00
ARHGEF9	5' UTR	up	2.24	1.16	1.16	0.00	0.00
TCF3	3' UTR	down	2.24	1.16	1.16	0.00	0.00
VIM-AS1	Exon (ENST00000437232/ENSG00000229124, exon 3 of 4)	up	2.24	1.16	1.16	0.00	0.00
HOXB9	3' UTR	up	2.24	1.16	1.16	0.00	0.00
ATP11B	Exon (ENST00000323116/ENSG00000058063, exon 18 of 30)	down	0.45	-1.17	1.28	0.00	0.00
VASH1	3' UTR	down	0.44	-1.17	-1.29	0.00	0.00
DNM3	Exon (ENST00000661895/ENSG00000287336, exon 1 of 2)	up	0.44	-1.17	-1.29	0.00	0.00
TMEM8B	3' UTR	up	2.25	1.17	1.17	0.00	0.00
HEY1	3' UTR	down	2.25	1.17	1.17	0.00	0.00
CSMD2	3' UTR	up	0.44	-1.17	-1.29	0.00	0.00
PPARA	Exon (ENST00000262735/ENSG00000186951, exon 5 of 8)	down	2.25	1.17	1.17	0.00	0.00
CCDC32	3' UTR	down	2.25	1.17	1.17	0.00	0.00
ZFH4	Exon (ENST00000651372/ENSG00000091656, exon 10 of 11)	up	0.44	-1.17	-1.29	0.00	0.00
ZNF528	5' UTR	up	2.26	1.17	1.17	0.00	0.00
UBE2D4	3' UTR	up	0.44	-1.18	-1.30	0.00	0.00
C9orf78	3' UTR	down	2.26	1.18	1.18	0.00	0.00
DDX58	3' UTR	down	2.26	1.18	1.18	0.00	0.00
ZNF132	3' UTR	up	2.26	1.18	1.18	0.00	0.00
PSG9	Exon (ENST00000595404/ENSG00000183668, exon 1 of 3)	down	2.27	1.18	1.18	0.01	0.02
SLC7A5	3' UTR	up	2.27	1.18	1.18	0.00	0.00
CCDC159	Exon (ENST00000588790/ENSG00000183401, exon 8 of 13)	down	2.27	1.18	1.18	0.00	0.00
PLPPR2	3' UTR	down	0.44	-1.18	-1.31	0.00	0.00
WRN	3' UTR	up	0.44	-1.18	-1.31	0.00	0.00
LHX1	5' UTR	up	0.44	-1.18	-1.31	0.00	0.00
NFATC4	5' UTR	up	0.44	-1.18	-1.31	0.00	0.00
CRMP1	3' UTR	up	0.44	-1.19	-1.31	0.00	0.00
SLC22A5	Exon (ENST00000245407/ENSG00000197375, exon 1 of 10)	up	0.44	-1.19	1.32	0.00	0.00
ZNF875	5' UTR	up	2.28	1.19	1.19	0.00	0.00
CLCN6	3' UTR	down	2.28	1.19	1.19	0.00	0.00
TMEM154	3' UTR	up	0.44	-1.19	-1.32	0.00	0.00
LINC00667	Exon (ENST00000581471/ENSG00000263753, exon 1 of 1)	up	2.28	1.19	1.19	0.00	0.00
PXDN	3' UTR	down	0.44	-1.19	-1.33	0.00	0.00
INHBE	3' UTR	up	2.29	1.19	1.19	0.00	0.00
E2F2	3' UTR	down	0.44	-1.19	1.33	0.00	0.00
RMI2	3' UTR	up	2.29	1.19	1.19	0.00	0.00
H3C6	3' UTR	up	2.29	1.19	1.19	0.00	0.00
SYTL2	3' UTR	down	0.44	-1.19	1.34	0.00	0.00
TBC1D10B	3' UTR	down	2.29	1.19	1.19	0.00	0.00
UBE3A	3' UTR	down	2.29	1.19	1.19	0.00	0.00
PKD2	Exon (ENST00000237596/ENSG00000118762, exon 13 of 15)	down	2.29	1.19	1.19	0.00	0.00
SLC2A14	3' UTR	up	2.29	1.20	1.20	0.00	0.00
RTKN2	3' UTR	down	0.44	-1.20	-1.35	0.00	0.00
TRIM69	5' UTR	down	2.30	1.20	1.20	0.00	0.00
AGFG2	5' UTR	down	0.44	-1.20	-1.35	0.00	0.00
TK1	3' UTR	up	0.44	-1.20	1.36	0.00	0.00
PDE2A	3' UTR	down	2.30	1.20	1.20	0.00	0.00

ARHGEF4	5' UTR	up	2.30	1.20	1.20	0.00	0.00
FAM155A	3' UTR	up	2.30	1.20	1.20	0.00	0.00
RNPS1	5' UTR	down	2.30	1.20	1.20	0.00	0.00
NUCKS1	5' UTR	down	0.43	-1.20	-1.36	0.00	0.00
ATP11C	5' UTR	up	0.43	-1.20	-1.36	0.00	0.00
AC108488	Exon (ENST00000656939/ENSG00000287126, exon 2 of 2)	up	2.30	1.20	1.20	0.00	0.00
GATAD2A	3' UTR	down	2.31	1.21	1.21	0.00	0.00
APOBEC3C	3' UTR	up	0.43	-1.21	-1.37	0.00	0.00
COL9A2	3' UTR	down	0.43	-1.21	1.37	0.00	0.00
PHLDB2	5' UTR	up	0.43	-1.21	-1.37	0.00	0.00
SPAG8	3' UTR	down	2.31	1.21	1.21	0.00	0.00
PPIF	3' UTR	down	0.43	-1.21	1.37	0.00	0.00
COL12A1	3' UTR	down	0.43	-1.21	-1.37	0.00	0.00
MECOM	Exon (ENST00000264674/ENSG00000085276, exon 8 of 17)	down	0.43	-1.21	-1.37	0.00	0.00
CAPS	5' UTR	down	2.32	1.21	1.21	0.00	0.00
AC008966	Exon (ENST00000671496/ENSG00000247796, exon 2 of 2)	up	2.32	1.21	1.21	0.00	0.00
TMEM43	5' UTR	down	2.32	1.22	1.22	0.00	0.00
PEG10	3' UTR	up	2.32	1.22	1.22	0.00	0.00
SPATA6L	3' UTR	up	0.43	-1.22	-1.39	0.00	0.00
DENND2A	5' UTR	down	2.33	1.22	1.22	0.00	0.00
SMIM10	5' UTR	up	0.43	-1.22	1.39	0.00	0.00
AC090114	Exon (ENST00000608477/ENSG00000273270, exon 1 of 1)	up	2.33	1.22	1.22	0.00	0.00
TRAM2-AS1	Exon (ENST00000606558/ENSG00000225791, exon 2 of 4)	up	2.33	1.22	1.22	0.00	0.00
PODXL2	Exon (ENST00000342480/ENSG00000114631, exon 3 of 8)	down	2.34	1.22	1.22	0.00	0.00
CALU	5' UTR	down	0.43	-1.23	-1.40	0.00	0.00
RBM15B	3' UTR	down	2.34	1.23	1.23	0.00	0.00
AC008875	Exon (ENST00000659142/ENSG00000287263, exon 1 of 2)	down	2.34	1.23	1.23	0.00	0.00
EFCAB14	3' UTR	down	0.43	-1.23	1.40	0.00	0.00
ZNF483	5' UTR	down	0.43	-1.23	-1.41	0.00	0.00
MIR1915HG	Exon (ENST00000658000/ENSG00000204682, exon 1 of 2)	up	2.35	1.24	1.24	0.00	0.00
HOXC5	5' UTR	up	0.42	-1.24	1.42	0.00	0.00
RAPGEF1	3' UTR	down	2.36	1.24	1.24	0.00	0.00
PAQR6	3' UTR	down	2.36	1.24	1.24	0.00	0.00
RMND5A	3' UTR	down	0.42	-1.24	-1.43	0.00	0.00
NDUFS6	5' UTR	up	0.42	-1.24	-1.44	0.00	0.00
HOXB3	5' UTR	down	0.42	-1.24	-1.44	0.00	0.00
PYGO2	5' UTR	up	2.37	1.24	1.24	0.00	0.00
OSBP	3' UTR	down	2.37	1.24	1.24	0.00	0.00
MRAS	3' UTR	up	2.37	1.25	1.25	0.00	0.00
SMARCE1	3' UTR	down	2.37	1.25	1.25	0.00	0.00
PRR36	Exon (ENST00000597156/ENSG00000268120, exon 1 of 2)	up	0.42	-1.25	-1.46	0.00	0.00
IL27RA	3' UTR	down	0.42	-1.25	-1.47	0.00	0.00
AL590822	Exon (ENST00000659232/ENSG00000287356, exon 2 of 4)	up	0.42	-1.25	1.47	0.00	0.00
FLNB	Exon (ENST00000490882/ENSG00000136068, exon 21 of 47)	down	0.42	-1.25	-1.47	0.00	0.00
DES1I	Exon (ENST00000468151/ENSG00000100418, exon 1 of 2)	up	2.39	1.25	1.25	0.00	0.00
PDK1	3' UTR	down	0.42	-1.25	-1.47	0.00	0.00
ZNF320	3' UTR	up	2.39	1.25	1.25	0.00	0.00
PLEKHA6	3' UTR	down	0.42	-1.26	1.47	0.00	0.00
ANGPT2	3' UTR	down	2.39	1.26	1.26	0.00	0.00
TMOD1	3' UTR	down	0.42	-1.26	1.48	0.00	0.00
KIAA0319	3' UTR	up	0.42	-1.26	-1.48	0.00	0.00
SH3BP5	3' UTR	down	0.42	-1.26	1.48	0.00	0.00
HSDL2	3' UTR	down	2.40	1.26	1.26	0.00	0.00
NMNAT1	3' UTR	up	2.40	1.26	1.26	0.00	0.00
ZBTB4	5' UTR	down	2.41	1.27	1.27	0.00	0.00
MED12L	3' UTR	down	0.41	-1.27	-1.49	0.00	0.00
SF3B2	Exon (ENST00000534765/ENSG00000087365, exon 2 of 2)	down	2.41	1.27	1.27	0.00	0.00
ULBP3	3' UTR	up	0.41	-1.27	-1.49	0.00	0.00
MUC20P1	Exon (ENST00000457750/ENSG00000224769, exon 2 of 2)	up	2.42	1.27	1.27	0.00	0.00
SRPK3	5' UTR	down	0.41	-1.27	-1.50	0.00	0.00
SKOR1	3' UTR	up	2.42	1.28	1.28	0.00	0.00
SMYD5	3' UTR	down	2.42	1.28	1.28	0.00	0.00
MYL5	3' UTR	up	2.42	1.28	1.28	0.00	0.00
KIF5C	Exon (ENST00000435030/ENSG00000168280, exon 14 of 26)	up	0.41	-1.28	1.51	0.00	0.00
CTDSPL2	3' UTR	down	0.41	-1.28	1.51	0.00	0.00
GABRE	3' UTR	down	0.41	-1.28	1.51	0.00	0.00

BCL2	3' UTR	down	2.44	1.29	1.29	0.00	0.00
XPC	5' UTR	down	2.44	1.29	1.29	0.00	0.00
ATPCKMT	5' UTR	down	2.44	1.29	1.29	0.00	0.00
CDON	3' UTR	up	0.41	-1.29	1.52	0.00	0.00
SCRIB	Exon (ENST00000320476/ENSG00000180900, exon 14 of 36)	down	2.44	1.29	1.29	0.00	0.00
RNF187	Exon (ENST00000305943/ENSG00000168159, exon 2 of 4)	down	0.41	-1.29	-1.53	0.00	0.00
MORN3	3' UTR	up	2.45	1.29	1.29	0.00	0.00
HDGFL2	Exon (ENST00000616600/ENSG00000167674, exon 8 of 16)	down	2.45	1.29	1.29	0.00	0.00
HEMK1	3' UTR	down	2.45	1.29	1.29	0.00	0.00
BTG2	5' UTR	up	2.45	1.29	1.29	0.00	0.00
PACSLN3	3' UTR	down	0.41	-1.29	-1.55	0.00	0.00
KHNYN	5' UTR	up	2.45	1.29	1.29	0.00	0.00
NGLY1	3' UTR	down	0.41	-1.29	1.55	0.00	0.00
MAP6D1	3' UTR	up	0.41	-1.29	-1.55	0.00	0.00
ZNF271P	Exon (ENST00000399070/ENSG00000257267, exon 2 of 3)	up	2.45	1.30	1.30	0.00	0.00
ACO2	3' UTR	down	2.45	1.30	1.30	0.00	0.00
MRFAP1	3' UTR	down	2.46	1.30	1.30	0.00	0.00
FBXL19-AS1	Exon (ENST00000563777/ENSG00000260852, exon 1 of 1)	up	2.46	1.30	1.30	0.00	0.00
ATF1	3' UTR	down	2.46	1.30	1.30	0.00	0.00
CYB5RL	3' UTR	down	2.47	1.30	1.30	0.00	0.00
KRT8P12	Exon (ENST00000468527/ENSG00000229320, exon 3 of 3)	up	2.47	1.30	1.30	0.00	0.00
C7orf31	3' UTR	up	0.41	-1.30	-1.58	0.00	0.00
AK4	3' UTR	down	0.41	-1.30	1.58	0.00	0.00
EID2B	5' UTR	down	2.47	1.31	1.31	0.00	0.00
GNAQ	3' UTR	down	0.40	-1.31	1.59	0.00	0.00
ZNF426	3' UTR	up	2.48	1.31	1.31	0.00	0.00
RNASSET2	3' UTR	down	0.40	-1.31	1.60	0.00	0.00
AC064807	Exon (ENST00000656129/ENSG00000228801, exon 2 of 2)	up	2.48	1.31	1.31	0.00	0.00
AC091729	Exon (ENST00000423008/ENSG00000229043, exon 2 of 3)	up	2.48	1.31	1.31	0.00	0.00
EXTL3	5' UTR	down	2.48	1.31	1.31	0.00	0.00
CLIP2	3' UTR	up	2.48	1.31	1.31	0.00	0.00
NCSTN	5' UTR	down	2.48	1.31	1.31	0.00	0.00
SLC29A4	3' UTR	down	0.40	-1.31	-1.61	0.00	0.00
U2AF2	5' UTR	down	0.40	-1.32	-1.61	0.00	0.00
ZNF17	3' UTR	up	2.50	1.32	1.32	0.00	0.00
MTSS2	3' UTR	down	2.50	1.32	1.32	0.00	0.00
ASNS	5' UTR	up	2.50	1.32	1.32	0.00	0.00
BAHCC1	3' UTR	down	0.40	-1.33	-1.64	0.00	0.00
GPBP1L1	5' UTR	up	2.51	1.33	1.33	0.00	0.00
MBD6	3' UTR	down	2.51	1.33	1.33	0.00	0.00
KATNAL1	Exon (ENST00000380615/ENSG00000102781, exon 10 of 11)	down	0.40	-1.33	-1.65	0.00	0.00
KDR	3' UTR	down	0.40	-1.33	1.66	0.00	0.00
HRH2	3' UTR	up	0.40	-1.33	-1.66	0.00	0.00
TNS2	Exon (ENST00000379902/ENSG00000111077, exon 18 of 29)	up	2.52	1.33	1.33	0.00	0.00
HMGB2	3' UTR	down	0.40	-1.34	1.67	0.00	0.00
KAT2B	Exon (ENST00000263754/ENSG00000114166, exon 16 of 18)	up	0.40	-1.34	-1.67	0.00	0.00
ZNF397	5' UTR	up	2.53	1.34	1.34	0.00	0.00
ITPKA	3' UTR	down	0.40	-1.34	1.68	0.00	0.00
EXT2	Exon (ENST00000532479/ENSG00000151348, exon 4 of 4)	up	0.40	-1.34	-1.68	0.00	0.00
VPS37B	3' UTR	up	0.40	-1.34	-1.68	0.00	0.00
MORN1	3' UTR	up	2.53	1.34	1.34	0.00	0.00
PLXDC1	3' UTR	up	0.39	-1.34	-1.69	0.00	0.00
TMX3	3' UTR	down	2.54	1.35	1.35	0.00	0.00
SLC29A1	3' UTR	down	0.39	-1.35	1.70	0.00	0.00
HLX	3' UTR	up	0.39	-1.35	-1.70	0.00	0.00
DUSP3	3' UTR	up	2.55	1.35	1.35	0.00	0.00
BMP4	3' UTR	down	0.39	-1.35	1.70	0.00	0.00
KCNE4	5' UTR	down	2.55	1.35	1.35	0.00	0.00
DLG5	3' UTR	up	2.56	1.36	1.36	0.00	0.00
LINC02732	Exon (ENST00000526605/ENSG00000254416, exon 1 of 3)	down	0.39	-1.36	-1.72	0.00	0.00
IQSEC1	3' UTR	down	0.39	-1.36	-1.72	0.00	0.00
RPS6KL1	3' UTR	up	0.39	-1.36	1.73	0.00	0.00
PSAT1	3' UTR	down	2.57	1.36	1.36	0.00	0.00
ENKUR	5' UTR	up	2.57	1.36	1.36	0.00	0.01
ZMIZ1	3' UTR	up	0.39	-1.36	-1.74	0.00	0.00
RAB17	3' UTR	down	0.39	-1.36	1.74	0.00	0.00

IRAK1	3' UTR	down	0.39	-1.36	-1.75	0.00	0.00
RNASEH1-AS1	Exon (ENST00000664922/ENSG00000234171, exon 1 of 3)	up	2.57	1.36	1.36	0.00	0.00
ZNF253	5' UTR	up	2.57	1.36	1.36	0.00	0.00
LRP5L	3' UTR	down	0.39	-1.36	-1.75	0.00	0.00
ELOA	5' UTR	up	2.58	1.37	1.37	0.00	0.00
PCNX3	Exon (ENST00000355703/ENSG00000197136, exon 4 of 35)	down	2.58	1.37	1.37	0.00	0.00
SOCS2	3' UTR	down	0.39	-1.37	-1.79	0.00	0.00
AC093673	Exon (ENST00000429630/ENSG00000232533, exon 1 of 2)	up	2.58	1.37	1.37	0.00	0.00
ECI1	3' UTR	up	2.58	1.37	1.37	0.00	0.00
ADGRB2	3' UTR	down	0.39	-1.37	-1.80	0.00	0.00
CNTNAP1	5' UTR	down	0.39	-1.37	-1.80	0.00	0.00
PAK6	3' UTR	down	0.39	-1.37	1.81	0.00	0.00
AC087500	Exon (ENST00000575056/ENSG00000263164, exon 1 of 3)	up	2.59	1.37	1.37	0.00	0.00
SLC16A3	3' UTR	down	0.39	-1.37	-1.84	0.00	0.00
PAFAH1B2	Exon (ENST00000419197/ENSG00000168092, exon 5 of 6)	down	2.59	1.37	1.37	0.00	0.00
IWS1	Exon (ENST00000630740/ENSG00000231731, exon 8 of 8)	up	0.39	-1.37	-1.86	0.00	0.00
BCL2L13	5' UTR	down	2.59	1.37	1.37	0.00	0.00
MEX3C	5' UTR	up	0.39	-1.37	-1.86	0.00	0.00
EXPH5	3' UTR	up	0.38	-1.38	1.87	0.00	0.00
DUSP5P1	Exon (ENST00000441325/ENSG00000183929, exon 1 of 1)	up	2.60	1.38	1.38	0.00	0.00
SCAMP1-AS1	Exon (ENST00000665502/ENSG00000245556, exon 2 of 2)	up	2.60	1.38	1.38	0.00	0.00
SOX21	5' UTR	up	2.60	1.38	1.38	0.00	0.00
SLC8B1	3' UTR	down	0.38	-1.38	-1.92	0.00	0.00
TLCD2	3' UTR	up	2.62	1.39	1.39	0.00	0.00
LINC01852	Exon (ENST00000559232/ENSG00000236914, exon 3 of 3)	up	2.62	1.39	1.39	0.00	0.00
DHCR7	Exon (ENST00000529369/ENSG00000254682, exon 1 of 2)	up	0.38	-1.39	-1.97	0.00	0.00
STING1	3' UTR	up	0.38	-1.39	1.99	0.00	0.00
SRPX2	3' UTR	down	2.63	1.39	1.39	0.00	0.00
DHX37	3' UTR	down	2.63	1.40	1.40	0.00	0.00
GPC1	3' UTR	down	2.63	1.40	1.40	0.00	0.00
KIF9	Exon (ENST00000429315/ENSG00000227398, exon 7 of 7)	down	2.63	1.40	1.40	0.00	0.00
NCS1	3' UTR	up	0.38	-1.40	-2.03	0.00	0.00
LPCAT1	3' UTR	up	2.64	1.40	1.40	0.00	0.00
AL356488	Exon (ENST00000608574/ENSG00000273382, exon 1 of 1)	up	2.64	1.40	1.40	0.00	0.00
SUCO	Exon (ENST00000367723/ENSG00000094975, exon 17 of 23)	up	0.38	-1.40	-2.04	0.00	0.00
ADAMTS6	Exon (ENST00000381055/ENSG00000049192, exon 2 of 25)	up	0.38	-1.40	2.04	0.00	0.00
LAMA4	Exon (ENST00000230538/ENSG00000112769, exon 2 of 39)	down	2.65	1.41	1.41	0.00	0.00
ZFP90	3' UTR	up	2.67	1.42	1.42	0.00	0.00
FCMR	3' UTR	up	0.37	-1.42	-2.10	0.00	0.00
NAV1	Exon (ENST00000367302/ENSG00000134369, exon 3 of 30)	up	0.37	-1.42	-2.11	0.00	0.00
TNS3	3' UTR	up	0.37	-1.42	2.12	0.00	0.00
MMGT1	3' UTR	down	0.37	-1.42	2.12	0.00	0.00
PLLP	3' UTR	up	0.37	-1.43	2.13	0.00	0.00
OTUD4	3' UTR	up	0.37	-1.43	-2.14	0.00	0.00
ZNF91	Exon (ENST00000593645/ENSG00000167232, exon 1 of 3)	up	2.70	1.43	1.43	0.00	0.00
ARL5B	3' UTR	down	0.37	-1.43	2.15	0.00	0.00
SPP1	Exon (ENST00000614857/ENSG00000118785, exon 6 of 8)	down	2.70	1.44	1.44	0.00	0.00
TLE5	3' UTR	down	2.71	1.44	1.44	0.00	0.00
ALX4	3' UTR	up	0.37	-1.44	-2.18	0.00	0.00
SYT14	3' UTR	down	0.37	-1.44	-2.20	0.00	0.00
GOLIM4	Exon (ENST00000470487/ENSG00000173905, exon 4 of 16)	up	0.37	-1.44	2.20	0.00	0.00
LBR	3' UTR	down	0.37	-1.45	2.21	0.00	0.00
CDC14B	3' UTR	down	0.37	-1.45	-2.27	0.00	0.00
PIPOX	3' UTR	up	2.73	1.45	1.45	0.00	0.00
SCNN1A	5' UTR	down	0.37	-1.45	2.31	0.00	0.00
CTC-338M12	Exon (ENST00000657194/ENSG00000248275, exon 2 of 2)	up	2.74	1.45	1.45	0.00	0.00
AC117464	Exon (ENST00000655014/ENSG00000287158, exon 5 of 6)	up	2.75	1.46	1.46	0.00	0.00
AL357079	Exon (ENST00000657883/ENSG00000237950, exon 1 of 2)	up	2.76	1.47	1.47	0.00	0.00
PDGFA	3' UTR	up	0.36	-1.47	2.43	0.00	0.00
BFSP1	3' UTR	up	2.76	1.47	1.47	0.00	0.00
KIAA1614	Exon (ENST00000367588/ENSG00000135835, exon 8 of 9)	down	2.76	1.47	1.47	0.00	0.00
AC021097	3' UTR	up	2.76	1.47	1.47	0.00	0.00
PCDHGB3	5' UTR	up	2.77	1.47	1.47	0.00	0.01
ZNF774	3' UTR	up	2.77	1.47	1.47	0.00	0.00
ATOH8	3' UTR	down	0.36	-1.47	2.49	0.00	0.00
LZIC	3' UTR	down	0.36	-1.47	2.50	0.00	0.00

PIAS1	5' UTR	down	0.36	-1.47	2.54	0.00	0.00
ZNF252P	Exon (ENST00000426361/ENSG00000196922, exon 3 of 3)	up	2.79	1.48	1.48	0.00	0.00
SMAD6	Exon (ENST00000288840/ENSG00000137834, exon 1 of 4)	up	0.36	-1.48	-2.61	0.00	0.00
USP22	3' UTR	down	0.36	-1.48	-2.62	0.00	0.00
ADAMTS3	3' UTR	up	0.36	-1.48	2.62	0.00	0.00
DKK1	3' UTR	down	2.79	1.48	1.48	0.00	0.00
DCBLD1	3' UTR	down	0.36	-1.48	-2.63	0.00	0.00
GPD2	3' UTR	down	0.36	-1.48	-2.65	0.00	0.00
PIGZ	3' UTR	up	2.79	1.48	1.48	0.00	0.00
ERMAP	Exon (ENST00000643061/ENSG00000164010, exon 3 of 3)	down	2.80	1.49	1.49	0.00	0.00
TPP2	5' UTR	down	0.36	-1.49	2.68	0.00	0.00
EPN1	3' UTR	down	2.80	1.49	1.49	0.00	0.00
RAC1	3' UTR	down	2.81	1.49	1.49	0.00	0.00
VAT1L	5' UTR	down	0.36	-1.49	-2.77	0.00	0.00
ZNF263	5' UTR	up	2.81	1.49	1.49	0.00	0.00
GABPB1-AS1	Exon (ENST00000499624/ENSG00000244879, exon 2 of 2)	down	2.82	1.49	1.49	0.00	0.00
ZBTB7A	3' UTR	down	2.83	1.50	1.50	0.00	0.00
AL354740	3' UTR	up	2.83	1.50	1.50	0.00	0.00
ZNFX1	3' UTR	up	2.83	1.50	1.50	0.00	0.00
PRTG	3' UTR	up	0.35	-1.50	3.48	0.00	0.00
CALHM2	3' UTR	down	0.35	-1.50	-3.49	0.00	0.00
SNAI2	3' UTR	down	0.35	-1.50	3.85	0.00	0.00
ERO1A	3' UTR	down	2.84	1.51	1.51	0.00	0.00
FGD6	Exon (ENST00000343958/ENSG00000180263, exon 2 of 21)	up	0.35	-1.51	VALUE	0.00	0.00
DAPK1	3' UTR	down	0.35	-1.51	0.00	0.00	0.00
TNFAIP2	5' UTR	down	0.35	-1.51	0.00	0.00	0.00
ARRDC4	3' UTR	down	0.35	-1.51	0.00	0.00	0.00
ATP13A3	5' UTR	down	0.35	-1.51	0.00	0.00	0.00
SLCO4A1	5' UTR	up	0.35	-1.52	0.00	0.00	0.00
AC005224	Exon (ENST00000583262/ENSG00000266709, exon 1 of 1)	up	2.86	1.52	1.52	0.00	0.00
WNT5A	3' UTR	down	0.35	-1.52	0.00	0.00	0.00
ERCC5	3' UTR	down	0.35	-1.52	0.00	0.00	0.00
CEACAM19	5' UTR	up	2.87	1.52	1.52	0.00	0.00
CLDN1	3' UTR	down	2.87	1.52	1.52	0.00	0.00
PIGW	5' UTR	up	2.89	1.53	1.53	0.00	0.00
FAM131B	3' UTR	down	0.35	-1.53	0.00	0.00	0.00
LIF	Exon (ENST00000608354/ENSG00000268812, exon 1 of 1)	up	0.34	-1.54	0.00	0.00	0.00
MCF2L2	5' UTR	down	0.34	-1.54	0.00	0.00	0.00
AC109322	Exon (ENST00000524499/ENSG00000255224, exon 1 of 1)	up	2.91	1.54	1.54	0.00	0.00
SLC36A1	3' UTR	down	0.34	-1.54	0.00	0.00	0.00
ZDHHC7	3' UTR	up	0.34	-1.54	0.00	0.00	0.00
AC092164	Exon (ENST00000663311/ENSG00000226833, exon 2 of 2)	down	2.92	1.55	1.55	0.00	0.00
EXTL3-AS1	Exon (ENST00000454906/ENSG00000012232, exon 2 of 4)	up	2.92	1.55	1.55	0.00	0.00
SGPP1	Exon (ENST00000247225/ENSG00000126821, exon 1 of 3)	down	0.34	-1.55	0.00	0.00	0.00
CDK16	5' UTR	up	2.92	1.55	1.55	0.00	0.00
U73166	Exon (ENST00000439898/ENSG00000230454, exon 1 of 2)	up	2.92	1.55	1.55	0.00	0.00
ZNF302	3' UTR	up	2.93	1.55	1.55	0.00	0.00
GFPT2	3' UTR	up	0.34	-1.55	0.00	0.00	0.00
CEND1	5' UTR	down	0.34	-1.55	0.00	0.00	0.00
RASD2	3' UTR	up	0.34	-1.55	0.00	0.00	0.00
PLA2G12A	3' UTR	down	2.94	1.55	1.55	0.00	0.00
BAIAP2-DT	Exon (ENST00000577066/ENSG00000226137, exon 2 of 2)	up	2.94	1.55	1.55	0.00	0.00
GCOM1	3' UTR	down	0.34	-1.56	0.00	0.00	0.00
TRIOBP	3' UTR	down	2.94	1.56	1.56	0.00	0.00
GFOD1	3' UTR	down	0.34	-1.56	0.00	0.00	0.00
ZNF766	5' UTR	up	2.94	1.56	1.56	0.00	0.00
KDM1A	3' UTR	down	0.34	-1.57	0.00	0.00	0.00
CHAC1	5' UTR	down	2.96	1.57	1.57	0.00	0.00
XKR4	Exon (ENST00000327381/ENSG00000206579, exon 1 of 3)	down	2.97	1.57	1.57	0.00	0.00
KIAA0408	3' UTR	down	2.97	1.57	1.57	0.00	0.00
TPRG1	3' UTR	up	2.98	1.58	1.58	0.00	0.00
AC007611	Exon (ENST00000568150/ENSG00000260086, exon 4 of 4)	up	0.33	-1.58	0.00	0.00	0.00
RAB30-DT	Exon (ENST00000656330/ENSG00000246067, exon 2 of 3)	up	2.99	1.58	1.58	0.00	0.00
AC020551	Exon (ENST00000512036/ENSG00000250993, exon 2 of 3)	up	3.00	1.59	1.59	0.00	0.00
FZD5	3' UTR	down	0.33	-1.59	0.00	0.00	0.00
CSF1R	3' UTR	up	0.33	-1.59	0.00	0.00	0.00

IFI44L	5' UTR	up	3.03	1.60	1.60	0.00	0.00
DPYSL2	5' UTR	up	0.33	-1.60	0.00	0.00	0.00
TSPAN33	3' UTR	up	0.33	-1.60	0.00	0.00	0.00
MCPH1-AS1	Exon (ENST00000662128/ENSG00000249898, exon 1 of 5)	up	3.03	1.60	1.60	0.00	0.00
KCND1	Exon (ENST00000218176/ENSG00000102057, exon 1 of 6)	up	0.33	-1.60	0.00	0.00	0.00
KIF1C	3' UTR	down	3.04	1.60	1.60	0.00	0.00
GLE1	3' UTR	down	3.04	1.60	1.60	0.00	0.00
RABL6	3' UTR	down	3.04	1.60	1.60	0.00	0.00
RAD23A	3' UTR	up	3.04	1.60	1.60	0.00	0.00
EGR1	3' UTR	up	3.05	1.61	1.61	0.00	0.00
ZKSCAN1	5' UTR	up	3.06	1.61	1.61	0.00	0.00
ASB12	3' UTR	down	3.06	1.61	1.61	0.00	0.00
SPAG1	Exon (ENST00000251809/ENSG00000104450, exon 17 of 19)	down	0.33	-1.62	0.00	0.00	0.00
HELLPAR	Exon (ENST00000626826/ENSG00000281344, exon 1 of 1)	down	0.32	-1.62	0.00	0.00	0.00
LZTS1	3' UTR	down	0.32	-1.63	0.00	0.00	0.00
RAB4B-EGLN2	3' UTR	down	3.10	1.63	1.63	0.05	0.08
TRIM6	5' UTR	up	0.32	-1.63	0.00	0.00	0.00
EIF3J-DT	Exon (ENST00000560750/ENSG00000179523, exon 1 of 3)	up	3.11	1.64	1.64	0.00	0.00
TBC1D9B	Exon (ENST00000520912/ENSG00000197226, exon 2 of 2)	down	3.11	1.64	1.64	0.00	0.00
ARHGAP21	3' UTR	up	3.12	1.64	1.64	0.00	0.00
SOWAHD	3' UTR	down	0.32	-1.64	0.00	0.00	0.00
L1CAM	3' UTR	down	0.32	-1.64	0.00	0.00	0.00
HELZ2	Exon (ENST00000427522/ENSG00000130589, exon 3 of 14)	down	3.15	1.65	1.65	0.00	0.00
ACER2	3' UTR	up	0.32	-1.66	0.00	0.00	0.00
CDKL3	3' UTR	down	3.17	1.66	1.66	0.00	0.00
NDST3	5' UTR	up	0.32	-1.66	0.00	0.00	0.00
IL11	3' UTR	down	0.32	-1.67	0.00	0.00	0.00
PANX2	3' UTR	down	3.18	1.67	1.67	0.00	0.00
ARHGDIB	5' UTR	down	0.31	-1.67	0.00	0.00	0.00
RAB27B	3' UTR	down	0.31	-1.68	0.00	0.00	0.00
LINC01719	Exon (ENST00000610820/ENSG00000233396, exon 3 of 3)	down	3.20	1.68	1.68	0.00	0.00
ADAM15	3' UTR	down	3.20	1.68	1.68	0.00	0.00
LYRM9	3' UTR	down	3.20	1.68	1.68	0.00	0.00
WNT2B	Exon (ENST00000608357/ENSG00000273483, exon 1 of 1)	up	0.31	-1.68	0.00	0.00	0.00
C1S	3' UTR	down	3.22	1.69	1.69	0.00	0.01
SNN	5' UTR	up	0.31	-1.69	0.00	0.00	0.00
FBXL18	3' UTR	down	0.31	-1.70	0.00	0.00	0.00
FAM32A	3' UTR	down	3.25	1.70	1.70	0.00	0.00
CENPBD1	3' UTR	up	3.25	1.70	1.70	0.00	0.00
AP002807	3' UTR	up	3.25	1.70	1.70	0.00	0.00
ELF4	3' UTR	up	0.31	-1.70	0.00	0.00	0.00
GDF15	3' UTR	down	3.27	1.71	1.71	0.00	0.00
FICD	3' UTR	up	3.27	1.71	1.71	0.00	0.00
DNHD1	3' UTR	down	3.29	1.72	1.72	0.00	0.00
ZNF28	3' UTR	up	3.29	1.72	1.72	0.00	0.00
PDSS2	3' UTR	up	3.29	1.72	1.72	0.00	0.00
MESD	3' UTR	up	3.30	1.72	1.72	0.00	0.00
ENSA	3' UTR	down	3.30	1.72	1.72	0.00	0.00
TGFB2	5' UTR	up	0.30	-1.72	0.00	0.00	0.00
EOGT	3' UTR	down	0.30	-1.73	0.00	0.00	0.00
SULT1A4	3' UTR	up	0.30	-1.73	0.00	0.00	0.00
LENG8-AS1	Exon (ENST00000652740/ENSG00000226696, exon 3 of 4)	up	3.32	1.73	1.73	0.00	0.00
AC009113	Exon (ENST00000570267/ENSG00000259877, exon 1 of 1)	up	3.32	1.73	1.73	0.00	0.00
ANGPTL2	5' UTR	up	3.34	1.74	1.74	0.00	0.00
ILF3-DT	Exon (ENST00000591501/ENSG00000267100, exon 1 of 1)	up	3.34	1.74	1.74	0.00	0.00
NFE2L1	5' UTR	down	3.35	1.74	1.74	0.00	0.00
TTYH3	3' UTR	down	0.30	-1.74	0.00	0.00	0.00
CHST14	3' UTR	down	3.35	1.75	1.75	0.00	0.00
TNRC6C	5' UTR	down	0.30	-1.75	0.00	0.00	0.00
DNAJC9-AS1	Exon (ENST00000457147/ENSG00000227540, exon 1 of 2)	up	3.36	1.75	1.75	0.00	0.00
TTC32	3' UTR	up	3.36	1.75	1.75	0.00	0.00
COL5A2	3' UTR	down	3.39	1.76	1.76	0.00	0.00
RHOV	3' UTR	down	0.29	-1.78	0.00	0.00	0.00
TREX1	5' UTR	up	3.43	1.78	1.78	0.00	0.00
CACNB4	3' UTR	down	0.29	-1.79	0.00	0.00	0.00
IFI44	5' UTR	up	3.45	1.79	1.79	0.00	0.00

TGFA	3' UTR	down	3.45	1.79	1.79	0.00	0.00
ZSWIM4	3' UTR	down	3.48	1.80	1.80	0.00	0.00
DIAPH3	3' UTR	down	0.29	-1.80	0.00	0.00	0.00
YJEFN3	3' UTR	up	3.48	1.80	1.80	0.00	0.00
LINC00899	Exon (ENST00000609737/ENSG00000231711, exon 1 of 1)	up	3.49	1.80	1.80	0.00	0.00
LONP1	3' UTR	down	3.50	1.81	1.81	0.00	0.00
MME	3' UTR	down	0.29	-1.81	0.00	0.00	0.00
CNN1	3' UTR	up	0.29	-1.81	0.00	0.00	0.00
MBNL1	5' UTR	up	0.28	-1.83	0.00	0.00	0.00
MED11	5' UTR	up	3.58	1.84	1.84	0.00	0.00
ALDH1L2	5' UTR	down	3.59	1.85	1.85	0.00	0.00
ELF3	3' UTR	up	0.28	-1.85	0.00	0.00	0.00
ZDHHC16	3' UTR	down	3.63	1.86	1.86	0.00	0.00
SUMO2P17	Exon (ENST00000508743/ENSG00000248278, exon 3 of 4)	up	3.64	1.86	1.86	0.01	0.02
R3HCC1	3' UTR	down	3.64	1.86	1.86	0.00	0.00
CRK	5' UTR	up	0.27	-1.87	0.00	0.00	0.00
CEBPD	5' UTR	down	3.69	1.88	1.88	0.00	0.00
SCARA3	3' UTR	down	3.70	1.89	1.89	0.00	0.00
VGLL4	3' UTR	down	0.27	-1.89	0.00	0.00	0.00
PLAGL1	5' UTR	up	0.27	-1.90	0.00	0.00	0.00
RAB3B	3' UTR	down	0.27	-1.91	0.00	0.00	0.00
SALL4	Exon (ENST00000217086/ENSG00000101115, exon 2 of 4)	up	3.77	1.92	1.92	0.00	0.00
OSGIN1	3' UTR	down	3.80	1.92	1.92	0.00	0.00
AC097359	Exon (ENST00000604992/ENSG00000270194, exon 1 of 1)	up	3.83	1.94	1.94	0.00	0.00
COL4A1	3' UTR	down	3.84	1.94	1.94	0.00	0.00
TPM4	5' UTR	down	3.88	1.95	1.95	0.00	0.00
STK40	3' UTR	down	3.92	1.97	1.97	0.00	0.00
NES	3' UTR	down	3.97	1.99	1.99	0.00	0.00
ARHGEF16	5' UTR	up	0.25	-1.99	0.00	0.00	0.00
FLI1	3' UTR	down	0.25	-2.00	0.00	0.00	0.00
AC020910	Exon (ENST00000623668/ENSG00000279329, exon 1 of 1)	down	3.99	2.00	2.00	0.00	0.00
DTX4	5' UTR	up	0.25	-2.00	0.00	0.00	0.00
SOHLH2	3' UTR	down	4.02	2.01	2.01	0.00	0.00
DLX4	3' UTR	down	0.25	-2.02	0.00	0.00	0.00
BCL7A	3' UTR	up	4.09	2.03	2.03	0.00	0.00
KCNH2	Exon (ENST00000330883/ENSG00000055118, exon 2 of 11)	down	0.24	-2.03	0.00	0.00	0.00
KITLG	3' UTR	down	0.24	-2.04	0.00	0.00	0.00
LINC01534	Exon (ENST00000665321/ENSG00000225975, exon 1 of 3)	down	4.11	2.04	2.04	0.00	0.00
DIPK1B	5' UTR	up	0.24	-2.04	0.00	0.00	0.00
IGSF9	3' UTR	up	0.24	-2.05	0.00	0.00	0.00
NFKBIA	3' UTR	down	0.24	-2.09	0.00	0.00	0.00
AL132780	3' UTR	up	4.29	2.10	2.10	0.00	0.00
NOLC1	5' UTR	down	4.31	2.11	2.11	0.00	0.00
KIAA0040	3' UTR	up	0.23	-2.12	0.00	0.00	0.00
TEN1	3' UTR	down	0.23	-2.12	0.00	0.00	0.00
UCA1	Exon (ENST00000645805/ENSG00000214049, exon 1 of 5)	down	0.23	-2.12	0.00	0.00	0.00
LYPD3	3' UTR	down	0.23	-2.12	0.00	0.00	0.00
PRELID2	3' UTR	down	0.23	-2.13	0.00	0.00	0.00
GPR3	Exon (ENST00000374024/ENSG00000181773, exon 2 of 2)	up	4.40	2.14	2.14	0.00	0.00
AFAP1L2	3' UTR	up	0.23	-2.14	0.00	0.00	0.00
PEAR1	3' UTR	up	0.23	-2.14	0.00	0.00	0.00
H2AC6	Exon (ENST00000377791/ENSG00000180573, exon 1 of 2)	up	4.40	2.14	2.14	0.00	0.00
SCG2	3' UTR	down	4.41	2.14	2.14	0.00	0.00
TRIM55	Exon (ENST00000353317/ENSG00000147573, exon 7 of 9)	down	0.23	-2.15	0.00	0.00	0.00
TSPAN15	3' UTR	down	0.22	-2.16	0.00	0.00	0.00
DISP2	Exon (ENST00000267889/ENSG00000140323, exon 7 of 8)	down	4.50	2.17	2.17	0.00	0.00
OGFR	5' UTR	up	4.54	2.18	2.18	0.00	0.00
DDIT3	5' UTR	down	4.59	2.20	2.20	0.00	0.00
RTN4RL1	3' UTR	up	0.22	-2.20	0.00	0.00	0.00
C1QTNF2	5' UTR	down	0.22	-2.21	0.00	0.00	0.00
AC006058	Exon (ENST00000606217/ENSG00000272121, exon 1 of 1)	down	4.83	2.27	2.27	0.00	0.00
KCND3	3' UTR	up	4.84	2.28	2.28	0.00	0.00
HIPK3	3' UTR	down	0.20	-2.31	0.00	0.00	0.00
GNG12	5' UTR	down	0.20	-2.31	0.00	0.00	0.00
TACSTD2	5' UTR	up	4.98	2.32	2.32	0.00	0.00
ZNF658B	Exon (ENST00000615961/ENSG00000198416, exon 1 of 1)	down	4.99	2.32	2.32	0.00	0.00

How the deposited data were processed for this re-analysis (not part of the article)

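MeRIP-seq was performed by the authors on U251 cells transfected with si-NC or si-HNRNPC. The sample labels name 8 libraries, 2 in each of 4 groups: si-NC input, si-HNRNPC input, and si-NC and si-HNRNPC libraries collected at 48 h, for which the labels do not say whether they are immunoprecipitates. One peak list was analysed. It has 42272 rows and 24 columns, and each row gives a peak's position and exon blocks, the gene it was assigned to, a region, and the values of the peak caller. No column carries a value per library, so whether the replicates were combined is not known, the depth of the libraries is unknown, and the table does not name the transfection. It was therefore described as the m6A peaks of siRNA-transfected U251 cells and used for no comparison of si-HNRNPC with si-NC.

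The fold enrichment is the authors' linear ratio of immunoprecipitate to input per peak. It runs from 1.05 to 765, and how it was scaled to library size is not stated. The p-value per peak, its log10 and the log10 of its FDR are also deposited values, and every p-value is at or below 0.05. The submitters' processing notes name fastp and HISAT2 without versions. The peak caller, the genome build and the annotation release are not given in the sources used here, so positions are printed as the list gives them. Gene names are those of the list, brought to current symbols through a RefSeq gene table of GRCh38.p14 where a single match existed, which changed the name in 769 rows. That table was also used to see which genes overlap. The list uses 17180 gene identifiers, and 377 names belong to several of them. In 2732 of the 13672 exon peaks the exon named belongs to another gene than the one assigned.

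Shares of peaks are given with 95% Wilson intervals. Each gene was represented by the log2 of its highest fold enrichment. Supplementary Data 1 (705 transcripts) and Supplementary Data 2 (1892 genes) were read from the supplement and hold as many rows as the paper counts. Names misread in the supplement's text stayed unmatched. Groups of genes were compared by the difference of their medians with 100000 permutations, two-sided, and shares with Fisher's exact test, two-sided. A list's median was placed among those of 10000 random lists of the same size drawn from genes with a peak. Matching on input level was not possible because the list gives none. Both procedures were tested on simulated data made from the real gene values. With no shift, the permutation test called 4 of 100 simulated comparisons of 685 genes and the list percentile 1 of 100 lists of 200 genes, and with a log2 shift of 0.5 each called 100 of 100. Most of the lists are smaller. With 25 genes, a size added after the results were seen, the list percentile called 7 of 100 lists without a shift and 53 of 100 with it, so a list of this size inside the central 95% may still differ.

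Before the data were examined, 11 gene lists (one of them the study's own MAPK genes), the tests and the alternatives were fixed, but the paper's supplementary tables had been read by then. Alternatives and tests added later are named as such where they are given. The genes named are those the paper's text names, the 19 genes of Supplementary Data 4, the 10 genes with the lowest peak p, the 10 transcripts of Supplementary Data 1 with the largest finite change, whose values had been seen in the paper, and from each list at most 4 by fold and 4 by number of peaks. PCDHGA2, XACT, LINC00662, SLC15A3, MARS1, MIR616 and PPIB were chosen after their values or positions were seen. The position of peaks relative to stop codons, the DRACH motif and the overlap of the IRAK1 segments with peaks need a genome or annotation that was not used here and were not run. Tests of immunoprecipitate against input and of si-HNRNPC against si-NC need values per library and were not run either. The analysis used Python 3.11.15, pandas 2.3.3, NumPy 2.4.6 and SciPy 1.17.1, with figures drawn in matplotlib 3.10.9.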

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

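The results here lie in genes that the paper does not discuss, and all tests in this part were chosen after the values were seen. FTH1, the ferritin heavy chain gene, had the lowest p of the list, with a log10 p of -28800 at a fold enrichment of 3.21 and its peak annotated to the 5′-UTR. NEAT1, the RNA scaffold of paraspeckles, reached a fold enrichment of 263. SLC15A3, a peptide transporter gene, had the highest fold enrichment of the list, 765, in a single peak annotated to the 5′-UTR.

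PCDHGA2, a protocadherin of a gene cluster with shared exons, had the most peaks, 83, with a median fold enrichment of 2.06. Of these rows 44 share bases with another row, and merging the overlapping rows under this name left 41 peaks, behind XACT with 46. Listing the same bases more than once may therefore account for about that part of the count, not for the peaks that remain. It may account for the first place only when all listed peaks are counted. At an FDR under 0.001, before merging, PCDHGA2 had 69 peaks and XACT 10. The order after merging at that FDR was not computed. Reads shared between the variable exons of neighbouring protocadherin genes were not tested, and no biological explanation was tested.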

How the results depend on the processing

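No paired analysis was possible because the list carries no value per library, and for the same reason no replicate could be left out. The 3′-UTR share of 44.1% was 43.1% with a fold of at least 2.10, 50.2% at an FDR under 0.001 and 42.9% with a single peak per gene, and among the settings added after seeing the data it was 46.8% at an FDR under 0.05 and 48.6% for peaks of a single block. It was the largest region in each of these, and counting bases (43.7%) or merging overlapping rows (44.0%) left it within its interval. The causes were not tested. IRAK1 kept 1 peak at an FDR under 0.001, and of the 19 MAPK genes 16 kept a peak at that FDR and 18 had one in the region the supplement gives. The log2 difference in fold enrichment between increased and decreased transcripts of Supplementary Data 1, -0.09 (permutation test here and in what follows, p = 0.389), was reversed at 0.53 (p = 1e-05) when direction came from the m6A_regulation column, and at 0.61 (p = 1e-05) when an FDR under 0.001 was added to that, a setting chosen after seeing the data. With the median over a gene's peaks it was -0.20 and passed the threshold of the permutation test (p = 0.0392), and at an FDR under 0.001 it was -0.11 (p = 0.238). The m6A_regulation column may rest on the same libraries as the list, so the values of 0.53 and 0.61 may follow from selection. The difference between up- and downregulated genes of Supplementary Data 2, -0.10 (permutation p = 0.0640), passed the threshold with the median over peaks, -0.21 (p = 0.00101), and at an FDR under 0.001, -0.20 (p = 0.00717), and did not for genes with a q under 0.05, -0.11 (p = 0.322). The causes were not tested. Of the 11 gene lists, 3 lay outside the central 95% of random lists, 5 did with the median over peaks, and 2 at an FDR under 0.001, a setting added after seeing the data, where the stress response list came inside at 2.8. The m6A machinery moved outside, from 18.3 to 1.4, with the median over peaks. The IRAK1 and NF-κB signalling list moved from percentile 76.3 to 1.1 and 21.1 under these settings, and the glioma drivers from 77.8 to 23.5 with the median over peaks. Random lists not matched on input level are what the main setting already used. The reference annotation for regions, the alternatives on stop codon position, the DRACH motif and the IRAK1 segments, and those on the library comparisons were not run.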

Differences from the paper's values

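The counts in the paper's text of transcripts with increased and decreased m6A, of up- and downregulated genes and of MAPK genes match the rows of its supplementary tables. The region shares of Fig. 3A, with the stop codon counted with the 3′-UTR and the start codon with the 5′-UTR, were within 1.5 times those of the list. The exception came with a single peak per gene or bases in place of peaks, where the 5′-UTR held 26.0% and 27.4% against 17% in the figure. The figure's coding sequence was set against the list's other exons, which also hold noncoding RNAs. The bound of 1.5 times is wide. At an FDR under 0.001, other exons held 25.2% against 36% (si-NC) and 37% (si-HNRNPC) for coding sequence. The 5′-UTR then held 24.6% against 17%, and the 3′-UTR 50.2% against 48% (si-NC) and 46% (si-HNRNPC).

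The paper describes several distinct m6A peaks in IRAK1 transcripts (Fig. 4B). The list held 1 peak in IRAK1, with all listed peaks and at an FDR under 0.001, and a search by position for any row overlapping the gene, chosen after seeing the data, also found 1. It lies in the 3′-UTR, the region where the paper places the most significant change. The list does not name its transfection, and the peaks of the other transfection were not analysed here.

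Supplementary Data 1 holds direction columns that disagree. By the sign of log2(fc), 378 transcripts increased and 327 decreased, as the paper's text counts them, and by m6A_regulation 318 are marked up and 387 down. The columns point opposite ways in 312 of 705 transcripts (44.3%), and in 9 of the 19 MAPK genes. PDGFA is marked up with a log2(fc) of -1.47, and RAC1 is marked down with 1.49. IRAK1 is down in both, with -1.36. The column headed logFC is 0 in 101 rows and positive in another 101 where log2(fc) is negative, and it holds a text in place of a number in 1 row. In 2 rows log2(fc) is infinite.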

Other observations

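The tests chosen only after results were seen are the comparison of pathway tags, the values of gene lists at an FDR under 0.001, and those on fold steps and on what explains the likeness of the supplementary tables. The correlation of those tables was fixed after the tables had been read. Groups of genes differed in the highest fold of their peaks. The lists were not matched on input level, so transcript abundance could contribute to these differences. Of 35 cell cycle genes 27 had a peak, with a median highest fold of 4.50, at percentile 0.1 of random lists, although the helicase gene MCM7 reached 119 and MKI67 had 5 peaks of up to 9.42. Of 79 cytosolic ribosomal protein genes 37 had a peak (46.8%), with a median of 5.34, also at percentile 0.1. Genes of the unfolded protein and stress response had a median of 5.32, at percentile 0.9 (2.8 at an FDR under 0.001, inside the central 95%), and 20 of 22 had a peak, among them CHAC1 at 9.90 and ATF5 at 17.1. The glioma drivers, 29 of 30 with a peak, had a median of 9.21 (percentile 77.8, but 23.5 with the median over peaks), with EGFR at 12.2 and 6 peaks, MDM4 at 16.8 and PIK3CA at 11.2 in its peak with the lowest p. IRAK1 and NF-κB signalling (32 of 35 genes, median 9.07, percentile 76.3, but 1.1 with the median over peaks and 21.1 at an FDR under 0.001) included IKBKG at 139 and TRAF6 at 12.1. The m6A machinery (25 of 28, median 7.28, percentile 18.3, but 1.4 with the median over peaks) included YTHDF2 at 13.1, and EMT and motility genes (22 of 26, median 7.63, percentile 30.9) included SNAI1 at 21.8 in a weak peak (log10 p -5.35), with CDH2, which encodes N-cadherin, at 4.84 and VIM at 5.13. Of 13 mitochondrially encoded genes 10 had a peak (median 4.94, percentile 2.6, but 23.4 with the median over peaks). Of 18 markers of other brain cell types 9 did (median 5.45, percentile 6.4, but 44.2 with the median over peaks), 4 of them at an FDR under 0.001. These markers were listed beforehand as genes that U251 cells should lack. Whether those with a peak were expressed was not tested, so a listed peak alone is weak evidence for a gene.

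By the pathway tags of the list, 25 of 256 pathways with at least 20 genes lay below the central 95% of 2000 random lists and 24 above it, where chance would give 6.40 on either side. At an FDR under 0.001, 19 of the low and 16 of the high pathways stayed there. The lowest medians of the low ones were those of porphyrin and chlorophyll metabolism (fold 2.68), proteasome (3.67) and ribosome (4.32), followed by oxidative phosphorylation, spliceosome and valine, leucine and isoleucine degradation (4.36 each). The highest of the high ones were those of taste transduction (12.5), neuroactive ligand-receptor interaction (10.9), basal cell carcinoma (10.7) and type II diabetes mellitus (10.6). The medians 4.36 and 10.9 lie on the steps of 1.0893 that many fold values of the list take. The MAPK tag, carried by 232 genes with a peak, lay at percentile 95.0 (median fold 8.67) and at 86.2 at an FDR under 0.001, inside the central 95% both times. The random lists for pathways centred near the median of the 4913 tagged genes, 7.63, not near the 8.31 of all genes with a peak. Pathway percentiles are therefore not comparable with those of the gene lists, among them the MAPK lists. Pathways share genes, and the lists were not matched on input level.

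Of the genes that the paper lists as upregulated by RNA-seq, 812 of 947 had a peak, with 3 names that the supplement repeats counted once (85.7%, 95% Wilson interval 83.4 to 87.8), against 745 of 942 downregulated ones (79.1%, 76.4 to 81.6; two-sided Fisher's exact test over genes, p = 0.000172). The difference was 6.66 percentage points, 8.13 for genes with a q under 0.05 and 16.0 for peaks with an FDR under 0.001. Median highest folds were 8.71 and 9.34 (two-sided permutation test, p = 0.0640), and the difference passed under 2 of 3 alternatives, with the lower folds in the upregulated genes. Genes are not independent replicates. The list gives no input level to match on, so a difference in transcript abundance could give this gap in peak calls without a difference in m6A.

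In the paper's tables, log2(fc) of Supplementary Data 1 followed that of Supplementary Data 2 across the 563 genes in both (Spearman's rho 0.951, Pearson's r 0.986, permutation p = 1e-05 for each, the smallest that 100000 permutations can give). Within the 297 increased and the 266 decreased genes rho was 0.817 and 0.787. The sign was the same in 563 of 563 genes and the median difference was 0.09 on the log2 scale. HNRNPC, the silenced transcript, has -3.25 in one and -2.91 in the other. This is what a fold column that holds the change of the transcript, not of m6A relative to input, would give, and it may be one. The other hypothesis is that m6A and mRNA changed together. The m6A_regulation column has the direction of the mRNA change in 56.0% of the shared genes (95% Wilson interval 51.8 to 60.0), but since the table's direction columns disagree this hypothesis stays open.

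In the list, 14156 peaks (33.5%) had a fold enrichment equal to a whole multiple of 1.0893 once the multiple was rounded to 3 digits, as the list gives its folds. The step was the best of 902 sizes scanned. Rounding alone is argued against, because the same grid shifted by a part of a step held at most 9.34% of peaks. A candidate explanation is that few reads lie behind such peaks. Between fold 4 and 20, 30.2% of the peaks on the steps had an FDR under 0.001 against 92.3% of those off them. Peaks on the steps made up 24.0% of peaks in the 3′-UTR, 35.1% in the 5′-UTR and 45.3% in other exons. No biological explanation was tested.

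In Supplementary Table 2 the primer pair given for MAP3K14, TGTGGACACGGACACCTTCA and GTGCGTCTTCACAGCCCTCT, is also the pair given for IRAK1 segment 4. The primers were not matched to a genome here.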
